# Hormone-Responsive BMP Signaling Expands Myoepithelial Cell Lineages and Prevents Alveolar Precocity in Mammary Gland

**DOI:** 10.3389/fcell.2021.691050

**Published:** 2021-07-15

**Authors:** Chunlei Shao, Pengbo Lou, Ruiqi Liu, Xueyun Bi, Guilin Li, Xu Yang, Xiaole Sheng, Jiuzhi Xu, Cong Lv, Zhengquan Yu

**Keywords:** mammary gland development, BMPR1a, p63, Slug, alveolar precocity

## Abstract

Myoepithelial and luminal cells synergistically expand in the mammary gland during pregnancy, and this process is precisely governed by hormone-related signaling pathways. The bone morphogenetic protein (BMP) signaling pathway is now known to play crucial roles in all organ systems. However, the functions of BMP signaling in the mammary gland remain unclear. Here, we found that BMPR1a is upregulated by hormone-induced Sp1 at pregnancy. Using a doxycycline (Dox)-inducible BMPR1a conditional knockout mouse model, we demonstrated that loss of BMPR1a in myoepithelium results in compromised myoepithelial integrity, reduced mammary stem cells and precocious alveolar differentiation during pregnancy. Mechanistically, BMPR1a regulates the expression of p63 and Slug, two key regulators of myoepithelial maintenance, through pSmad1/5-Smad4 complexes, and consequently activate P-cadherin during pregnancy. Furthermore, we observed that loss of BMPR1a in myoepithelium results in the upregulation of a secreted protein Spp1 that could account for the precocious alveolar differentiation in luminal layer, suggesting a defective basal-to-luminal paracrine signaling mechanism. Collectively, these findings identify a novel role of BMP signaling in maintaining the identity of myoepithelial cells and suppressing precocious alveolar formation.

## Introduction

The mammary gland is a unique organ that develops mostly postnatally (Richert et al., 2000). Its development undergoes complicated epithelial remodeling from puberty to pregnancy, lactation, and involution (Macias and Hinck, 2012). The mammary epithelium includes an outer layer of basal/myoepithelial cells, expressing K5/K14, and an inner layer of luminal cells, expressing K8/K18, which maintain a state of dynamic balance (Inman et al., 2015). During pregnancy, both myoepithelial and luminal cells rapidly expand and undergo functional changes that are regulated by hormones; luminal cells differentiate into milk-producing cells to allow lactation, whereas myoepithelial cells expand and contract to squeeze milk throughout the ductal tree (Hennighausen and Robinson, 2005). However, the mechanism by which myoepithelial cells expand during pregnancy in response to hormones is not fully understood.

The myoepithelial cells of the mammary gland include mammary stem cells, which are capable of regenerating an epithelial tree composed of myoepithelial and luminal lineages (Shackleton et al., 2006; Stingl et al., 2006). Previous studies have shown that p63 and Slug maintain the stemness of mammary stem cells and govern the fate of mammary myoepithelial cells. A p63 isoform, ΔNp63, promotes mammary stem cell activity by interacting with WNT signaling (Chakrabarti et al., 2014; Lindley et al., 2015; Sreekumar et al., 2017). p63 is required for maintaining mammary epithelial cells in a myoepithelial state (Ding et al., 2019). Sustained expression of p63 promotes embryonic multipotent progenitors into unipotent mammary basal epithelial cells and it could also reprogram adult luminal cells into basal epithelial cells (Wuidart et al., 2018). Yalcin-Ozuysal et al. (2010) found that ΔNp63 and Notch antagonistically interact to maintain myoepithelial identity. Slug is another important regulator of cell state transition, which maintains mesenchymal features of myoepithelial cells (Lamouille et al., 2014). Loss of Slug results in decreased mammary stem cell activity and compromised DNA damage repair in myoepithelial cells (Guo et al., 2012; Gross et al., 2019). Slug interacts with LCD1 to maintain mammary epithelial cells in a myoepithelial-like state and inhibit luminal differentiation (Phillips et al., 2014). Thus, p63 and Slug are essential for the maintenance of myoepithelial integrity.

Bone morphogenetic protein (BMP) signaling plays critical roles in development and disease (Zhang and Li, 2005; Rodriguez et al., 2010). BMP2/4, which are major BMPs, can bind to BMP receptors that transduce signaling through Smad-dependent pathway (Heldin et al., 1997; Feng and Derynck, 2005). When BMP signaling is activated, Smad1/5/8 are phosphorylated and form a complex with Smad4, which then enters to the cell nucleus and activates the transcription of target genes (Massagué, 1998; Qi et al., 2017). It has been implicated that BMP receptors including BMPR1a, BMPR1b and BMPR2 play important roles in the mammary gland development and breast cancer. The activity of BMPR1B regulates the luminal differentiation of mammary progenitors and contributes to the formation of luminal tumor (Chapellier et al., 2015). Disruption of BMPR2 signaling could accelerate of tumor progression with increase of lung metastases in MMTV-PyVT mouse model (Owens et al., 2012). Of these receptors, BMPR1a mediates many basic biological processes, including cell proliferation, migration, differentiation and cell-cell interaction (Ying et al., 2003; Langenfeld et al., 2006; Huang et al., 2014). Global deletion of *Bmpr1a* results in embryonic lethality (Mishina et al., 1995). Studies have reported that BMPR1a regulates neural stem cell fate, skeletal development, and differentiation of hair lineage (Genander et al., 2014; Lee et al., 2018; Wegleiter et al., 2019). During embryonic mammary development, PTHrP upregulates BMPR1a expression to stimulate the outgrowth of mammary buds (Hens et al., 2007; Robinson, 2007). However, due to embryonic lethality, the roles of BMPR1a and BMP signaling in mammary gland development during pregnancy have not been explored.

Here, we found that BMPR1a is upregulated by Sp1 in response to hormones during pregnancy. Using a spatiotemporal myoepithelium-specific BMPR1a-knockout mouse model, we demonstrate that BMPR1a plays important roles in expanding myoepithelial cells and suppressing precocious alveolar differentiation by regulating p63 and Slug at pregnancy.

## Materials and Methods

### Mice

*Bmpr1a*^*flox*^ mice were obtained from Dr. Sarah Millar laboratory at University of Pennsylvania with permission of Dr. Yuji Mishina. *K14-rtTA* (JAX stock no: 007678), *teto-Cre* (JAX stock no: 006234) and *Rosa26-mTmG* (JAX stock no: 007676) transgenic mice were purchased from the Jackson Laboratory. The genetic background of the above transgenic mice is C57BL/6, and littermates were used as controls in this study. NOD-SCID mice and wild-type C57BL/6 mice were purchased from Beijing Vital River Laboratory Animal Technology Company. Genomic DNA was isolated from tail tissue, and PCR was performed using the following primers. Only female mice were used for analysis in this study. For *Cre* induction, 2 mg/mL doxycycline (Dox, D9891, Sigma, St. Louis, MO, United States) and 10 mg/mL sucrose were added to the drinking water, and Dox treatment was performed until sample collection. All mice were fed under specific pathogen-free (SPF) conditions with 12 h of alternating light and dark, temperature was 23 ± 2°C. Primers (5′-3′) for genotyping are listed in Supplementary Table 1.

### Cell Culture and Treatment

HC11 mouse mammary epithelial cells were purchased from Procell Life Science & Technology Co., Ltd (Wuhan, China). HC11 cells were cultured at 37°C with 5% CO_2_ in RPMI-1640 (Gibco, Grand Island, NY, United States) medium supplemented with 10% FBS (Gibco), 1% penicillin/streptomycin (Gibco), 5 μg/mL insulin (Sigma) and 10 ng/mL epithelial growth factor (EGF, Gibco). BMP4 (Abcam, Cambridge, MA, United States) is obtained from *Escherichia coli*, reconstituted in 10 mM citric acid and suitable for functional studies. BMP2 (PeproTech, Rocky Hill, NJ, United States) is obtained from *Escherichia coli*, reconstituted in deionized water containing 0.1% BSA and biological activity verification. For BMPs treatment, HC11 cells were serum starved overnight and then treated with BMP4 (50 ng/mL) or BMP2 (50 ng/mL) at the indicated time points. 10 mM citric acid was used as vehicle control for BMP4, deionized water containing 0.1% BSA was used as vehicle control for BMP2. For hormone stimulation, HC11 cells were grown to 70% confluence and serum starved overnight, then stimulated with 100% ethanol-dissolved 10 nM β-estradiol (E2, Sigma) and/or 100 nM progesterone (Pg, Sigma), 100% ethanol was used as vehicle control, the cells were harvested at 24 h after this treatment.

### Cell Transfection

HC11 cells were grown to 70% confluence and washed twice with Dulbecco’s Phosphate Buffered Saline (DPBS, Gibco), then changed into Opti-MEM (Gibco) medium for 2 h. siRNA or plasmids were transfected using Lipofectamine stem reagent (Invitrogen, CA, United States) according to the manufacturer’s instructions. After 24–48 h of transfection, the cells were collected for further experiments. The pcDNA 3.1 empty vector and pcDNA 3.1-Sp1 overexpression vector were purchased from GenePharma company (Suzhou, China). The siRNA sequences and sh*Bmpr1a* target sequences are listed in Supplementary Table 2.

### Flow Cytometry and Sorting Assays

Mammary glands were dissected from 10- to 12-week-old female mice at pregnancy day 14.5, cut into pieces, and placed in DMEM/F12 (Gibco) with 5% FBS (Gibco), 300 U/mL collagenase (Gibco) and 100 U/mL hyaluronidase (Sigma) for 2 h at 37°C. After digestion, red blood cells were removed with NH_4_Cl (STEMCELL Technologies, Vancouver, BC, Canada), and then a single-cell suspension was obtained by sequential dissociation in 37°C preheated 0.25% trypsin (Gibco) for 2 min and in 5 mg/mL Dispase (STEMCELL Technologies) containing 0.1 mg/mL DNase I (Sigma) for 5 min with pipetting, followed by filtration through a 40 μm filter (BD, San Jose, CA, United States). The single-cell suspension was stained with specific antibodies in DPBS containing 2% FBS for 15 min on ice. After being washed three times with DPBS containing 2% FBS, cells were analyzed by FACS Verse or sorted by FACS Aria. The following antibodies were used: CD45-APC (17-0451-82, eBioscience, San Diego, CA, United States), CD31-APC (17-0311-82, eBioscience), TER119-APC (17-5921-82, eBioscience), CD24-PE-Cy7 (25-0242-82, eBioscience), CD29-FITC (11-0291-82, eBioscience), CD61-PE (561910, BD), and Fixable Viability Dye eFluor 450 (65-0863-14, eBioscience). Data analysis was performed with FlowJo 7.6.1.

### Ovariectomy and Hormone Stimulation

Ten-week-old WT female C57BL/6 mice were bilaterally ovariectomized and allowed to recover for 14 days. For hormone stimulation, the mice were induced by intraperitoneal injections once every other day with E2 (5 μg per time) and Pg (3.5 mg per time) for consecutive 21 days. The control mice were intraperitoneally injected with corn oil.

### Transplantation Assay

Basal cells (Lin^–^CD24^+^CD29^*high*^) were FACS sorted from 6-week-old female control and *K14-rtTA;teto-Cre;Bmpr1a^*fl/fl*^* mice and resuspended in a 1:1 DPBS/Matrigel (BD) solution at a concentration of 2,000 cells per 10 μL. Cells and Matrigel solutions were injected in 10 μL into 3-week-old female NOD-SCID mice which cleared fat pads of the inguinal mammary glands. After transplantation, all mice received water with 2 mg/mL Dox and 10 mg/mL sucrose immediately. Eight weeks after transplantation, mouse inguinal mammary glands were analyzed. Ductal outgrowths were detected under dissection microscope (Leica, Wetzlar, Germany).

### Histology and Immunostaining

Mammary glands were fixed in 4% PFA, embedded in paraffin and sectioned at 5 μm. For histological analysis, the sections were dewaxed in xylene and rehydrated with serial dilutions of ethanol. The sections were stained with hematoxylin (Sigma) for 10 min and eosin (Sigma) for 10 s. For immunohistochemistry staining, antigen retrieval was performed by heating slides for 20 min in 0.01 M citrate buffer (pH 6.0) in a microwave. The sections were subjected to natural cooling and immunostained by following the SP Kit (ZSGB-Bio, Beijing, China) manufacturer’s instructions. For immunofluorescence staining, the sections were blocked with blocking solution (Beyotime, Shanghai, China) for 1 h at room temperature after antigen retrieval and then incubated with primary antibodies at 4°C overnight. The sections were washed three times in phosphate buffer saline (PBS, pH 7.4), incubated with secondary antibodies for 1 h at room temperature, and then counterstained with 2-(4-amidinophenyl)-6-indolecarbamidine dihydrochloride (DAPI, Beyotime) for 8 min. For immunocytochemistry staining, cells were fixed in 4% PFA for 15 min, washed three times with PBS and blocked with blocking solution for 1 h at room temperature. Then, the cells were incubated with primary antibodies at 4°C overnight, incubated with secondary antibodies for 1 h at room temperature, and counterstained with DAPI for 8 min. TUNEL (Beyotime) staining was performed according to the manufacturer’s instructions. Images were acquired under the Leica microscope photograph system (Leica). The following primary antibodies were used: BMPR1a (1:250, 12702-1-AP, Proteintech, Rosemont, United States), Sp1 (1:500, 21962-1-AP, Proteintech), K14 (1:400, ab7800, Abcam), K8 (1:800, ab59400, Abcam), pSmad1/5 (1:800, 9516, CST, Danvers, MA, United States), WAP (1:400, sc-374648, Santa Cruz, CA, United States), β-Casein (1:400, sc-166530, Santa Cruz), Plin2 (1:500, ab108323, Abcam), Stat5 (1:200, ab68465, Abcam), pStat5 (1:400, 9359, CST), Prlr (1:100, ab170935, Abcam), Ki67 (1:800, ab15580, Abcam), Cyclin D1 (1:1000, 55506, CST), Cleaved caspase3 (1:1000, 9664, CST), p63 (1:1000, ab124762, Abcam), Slug (1:400, 9585, CST), Smad4 (1:800, 46535, CST), P-cadherin (1:200, AF761, R&D, Minneapolis, MN, United States), GFP (1:1000, ab290, Abcam), BMP4 (1:200, MAB5020, R&D) and Integrin β3 (1:250, 13166, CST). The following secondary antibodies were used: Alexa Fluor 488 and 594 goat anti-mouse or anti-rabbit IgG (H + L) and Alexa Fluor 488 donkey anti-goat IgG (H + L) (1:400, Invitrogen).

### Whole-Mount Staining of Mouse Mammary Glands

Fresh inguinal mammary glands were spread on glass slides, fixed in Carnoy’s fixative (ethanol: chloroform: glacial acetic acid, 6:3:1) for 24 h at room temperature, immersed in 70, 35, and 15% ethanol for 15 min each, immersed in deionized water for 5 min, and stained in carmine alum for 20 min. Next, the mammary glands were washed in 70, 95, and 100% ethanol for 15 min each, cleared in xylene for 2 days and mounted.

### RNA Extraction and qRT-PCR Analysis

Adipocytes and red cells were removed from inguinal mammary glands, or myoepithelial cells (Lin^–^CD24^+^CD29^*high*^) and luminal cells (Lin^–^CD24^+^CD29^*low*^) were FACS-sorted from mouse mammary glands. Total RNA was extracted from cells or mouse mammary gland epithelial cells using TRIzol reagent (Thermo Scientific, Waltham, MA, United States) following the manufacturer’s instructions. RNA was converted to complementary DNA using the MMLV cDNA synthesis kit (Promega, WI, United States). qRT-PCR was performed using the SYBR green detection system (Roche, Mannheim, Germany). *Gapdh* served as an internal control. Quantification of gene expression level was based on cycle threshold (Ct) value, relative expression of mRNA was calculated using the 2^–Δ^ ^Δ^ ^*Ct*^ method. qRT-PCR primers (5′-3′) are listed in Supplementary Table 3.

### Western Blotting Analysis

Protein was isolated from mammary gland epithelial cells and cell lines using RIPA lysis buffer (Beyotime) with protease inhibitor cocktail (Beyotime). Protein concentrations were measured using a BCA protein assay kit (Beyotime) following the manufacturer’s instructions, and then the proteins were denatured with loading buffer. A 30 μg total protein was electrophoresed by 8 or 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membranes (Millipore, Bedford, MA, United States). The PVDF membranes were blocked in 5% non-fat dry milk for 1 h at room temperature and incubated with primary antibodies at 4°C overnight. Then, the membranes were incubated with horseradish peroxidase (HRP)-linked secondary antibodies (1:5000, Beyotime) for 1 h at room temperature. Protein expression was visualized using a chemiluminescent detection system. The following primary antibodies were used: BMPR1a (1:1000, 12702-1-AP, Proteintech), Sp1 (1:2000, 21962-1-AP, Proteintech), pSmad1/5 (1:1000, 9516, CST), β-Casein (1:500, sc-166530, Santa Cruz), Plin2 (1:1000, ab108323, Abcam), Stat5 (1:1000, ab68465, Abcam), pStat5 (1:1000, 9359, CST), K14 (1:1000, ab7800, Abcam), p63 (1:1000, ab124762, Abcam), Slug (1:1000, 9585, CST), K8 (1:1000, ab59400, Abcam), P-cadherin (1:1000, AF761, R&D), GAPDH (1:1000, 5174, CST), β-Actin (1:1000, 4970, CST), and β-Tubulin (1:5000, ab6046, Abcam). Western blotting data were quantified by Image J software.

### Dual Luciferase Activity Assays

The *Bmpr1a* promoter, *p63* promoter and *Slug* promoter were cloned into pGL3-Basic reporter constructs. Sp1 binding sites of *Bmpr1a* promoter are located in NC_000080.7 34224647–34224656 34224661–34224677, Smad4 binding sites of *p63* promoter are located in NC_000082.7 25620329–25620343, Smad1 binding sites of *Slug* promoter are located in NC_000082.7 14521936–14521949, and Smad4 binding sites of *Slug* promoter are located in NC_000082.7 14523329–14523336. The nucleotide sequences of binding sites were showed in Figures 1, 5. Then Sp1-, Smad1-, or Smad4-binding sites were mutated, in which G was mutated to T and C was mutated to A, and the nucleotide sequence was verified by DNA sequencing (BGI, Beijing, China). HC11 cells were cotransfected with the phRL-TK plasmid and wild-type or mutant plasmids, respectively. Dual luciferase activity was measured after a 24 h of transfection. Dual luciferase activity assays were performed according to the Dual-Glo Luciferase Assay System (Promega) manufacturer’s instructions. The ratio of firefly luciferase to renilla luciferase was calculated.

**FIGURE 1:**
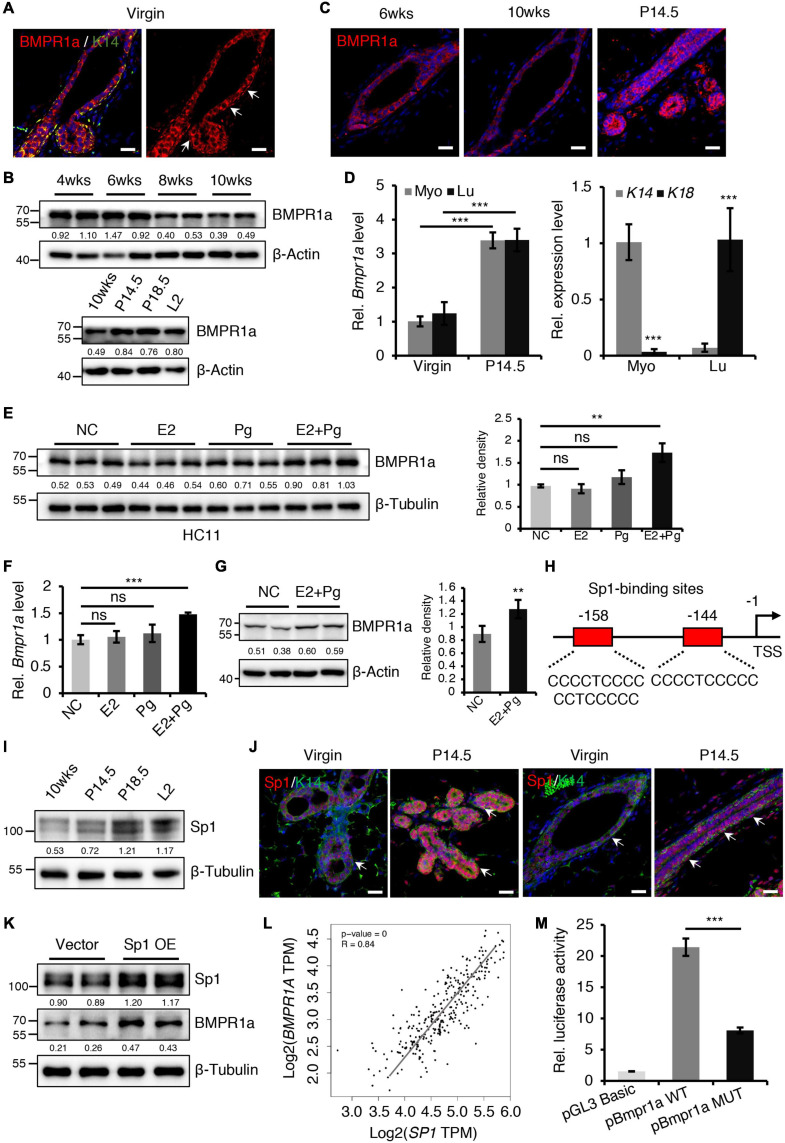
BMPR1a was upregulated by hormones during pregnancy. **(A)** Immunofluorescence staining for BMPR1a (red) and K14 (green) in 6-week-old wild-type mouse mammary gland ducts and terminal end buds. Arrows point to myoepithelial cells. *n* = 3 mice. Scale bar, 25 μm. **(B)** Western blotting for BMPR1a in isolated mammary gland epithelial cells at the indicated developmental stages (P14.5, pregnancy day 14.5; P18.5, pregnancy day 18.5; L2, lactation day 2). β-Actin was used as a loading control. **(C)** Immunofluorescence staining for BMPR1a in mammary glands of wild-type mice at the indicated time points (P14.5, pregnancy day 14.5). *n* = 3 mice per time point. Scale bar, 25 μm. **(D)** qRT-PCR analysis of *Bmpr1a* in FACS sorted myoepithelial (Myo) and luminal (Lu) cells from wild-type mice at the indicated time points (P14.5, pregnancy day 14.5) (left). qRT-PCR analysis of *K14* and *K18* in FACS-sorted myoepithelial and luminal cells from wild-type mice (right). *n* ≥ 3 biological replicates. **(E)** Western blotting for BMPR1a in HC11 cells treated with estradiol (E2, 10 nM), progesterone (Pg, 100 nM), or estradiol and progesterone (10 nM E2 + 100 nM Pg) for 24 h. Ethanol was used as negative control (NC). β-Tubulin was used as a loading control. *n* = 6 biological replicates. Statistical analysis the expression of BMPR1a/β-Tubulin. **(F)** qRT-PCR analysis of *Bmpr1a* in HC11 cells treated with estradiol (E2, 10 nM), progesterone (Pg, 100 nM), or estradiol and progesterone (10 nM E2 + 100 nM Pg) for 24 h. Ethanol was used as negative control. *n* = 3 biological replicates. **(G)** Western blotting for BMPR1a in mammary glands of ovariectomized wide-type mice with E2 and Pg stimulation for 21 days. β-Actin was used as a loading control. Statistical analysis the expression of BMPR1a/β-Actin. *n* = 4 biological replicates. **(H)** Schematic diagram showing potential Sp1-binding sites (–144/–158 bp) in the *Bmpr1a* promoter. TSS, transcription start site. **(I)** Western blotting for Sp1 in mammary epithelium at the indicated time points (P14.5, pregnancy day 14.5; P18.5, pregnancy day 18.5; L2, lactation day 2). β-Tubulin was used as a loading control. **(J)** Sp1 (red) and K14 (green) double immunofluorescence staining in the mammary gland of wild-type mice at virgin and pregnancy day 14.5 (P14.5). *n* = 3 mice per time point. Arrows point to myoepithelial cells. Scale bar, 25 μm. **(K)** Western blotting for Sp1 and BMPR1a in HC11 cells transfected with pcDNA3.1 empty vector or pcDNA3.1-Sp1 (Sp1 OE) for 24 h. β-Tubulin was used as a loading control. **(L)** Scatter plot showing the correlation between *SP1* and *BMPR1A* expression in mammary glands from TCGA and GTEx data. Pearson’s coefficient test was performed to assess statistical significance. **(M)** Luciferase activity in lysates of HC11 cells with Sp1 overexpression transfected with luciferase reporter plasmids containing the *Bmpr1a* wild-type promoter (control) or mutant promoter with mutation of Sp1-binding sites. *n* = 3 biological replicates. Data were presented as means ± SD. ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001. ns, not significant.

### Chromatin Immunoprecipitation (ChIP) Assays

ChIP assays were performed using EZ-Magna ChIP G chromatin immunoprecipitation kits (17-409, Millipore) according to the manufacturer’s instructions. In brief, approximately 1 × 10^7^ cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Then, the cells were resuspended in nuclear lysis buffer and sonicated cell to shear DNA into fragments of 200–1000 bp. The sonicated nuclear fractions were divided into several tubes and incubated with appropriate antibodies and protein G magnetic beads at 4°C overnight. The protein/DNA complexes were eluted and digested by Proteinase K for 2 h at 62°C with shaking, and then DNA purification was performed using spin columns. For primary mammary epithelial cells, adipocytes and red cells were first removed by enzymatic digestion, epithelial cells were collected, and cells were counted. Finally, qPCR was performed with the following primers. qPCR reaction conditions are described as follows: 10 min at 94°C followed by 50 cycles of 94°C for 20 s and 60°C for 1 min. The IP efficiency was calculated using the Percent Input Method and the equation as follows: Percent Input = 1% × 2^*Ct* (1%*InputSimple*)^ ^– Ct (IP Simple)^. The following antibodies were used: Smad1 (3 μg, 701168, Thermo Scientific), Smad4 (1 μg, ab40759, Abcam) and Normal Rabbit IgG (1 μg, 3900, CST). IgG served as a negative control. ChIP qPCR primers (5′-3′) are listed in Supplementary Table 4.

### RNA-Seq Analysis

Mammary glands were minced and digested by collagenase and hyaluronidase to remove fat tissue, and red blood cells were removed by NH_4_Cl solution. Total RNA was extracted from mammary epithelial cells which isolated from mouse mammary glands (four control and four cKO mice) at pregnancy day 14.5 and then sent to Novogene Co. Ltd. for library construction and sequencing. RNA quality was assessed using the Bioanalyzer 2100 system (Agilent Technologies, CA, United States). Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina. The qualities of clean reads were assessed using FastQC (v0.11.5) and then the reads were mapped to mouse genome (GRCm38) using Hisat2 (v2.0.5). FPKM were calculated, and differential expression analysis was performed using DESeq2 (v1.16.1). Differentially expressed genes (*p* < 0.05) were chosen for further analysis. The RNA-sequencing data have been submitted to the GEO repository GSE164550.

### Statistical Analysis

Microsoft Excel software was used to perform the statistical analyses. The data are presented as the means ± SD. An unpaired two-tailed Student’s *t*-test was used to evaluate statistical significance (^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001).

## Results

### BMPR1a Is Upregulated in the Mammary Epithelium During Pregnancy and Is Responsive to Hormones

To begin understanding the role of BMP signaling in the mammary gland, we first examined the expression pattern of BMP receptors in sorted myoepithelial (Lin^–^CD24^+^CD29^*high*^) and luminal (Lin^–^CD24^+^CD29^*low*^) cells from mammary glands (Supplementary Figure 1A). We found that *Bmpr1a* was predominantly expressed both in myoepithelial and luminal cells, the expression level of *Bmpr2* was moderate, *Bmpr1b* was barely detected in these subpopulations (Supplementary Figure 1B). In HC11 mouse mammary epithelial cells, the expression level of *Bmpr1a* was the highest compared with *Bmpr2* and *Bmpr1b* (Supplementary Figure 1C). Thus, we focused *Bmpr1a* in the following study. Immunofluorescence assays further revealed that BMPR1a was extensively expressed in both the myoepithelial and luminal cell layers (Figure 1A). During mammary gland development, the expression level of BMPR1a gradually decreased from puberty to adulthood, markedly increased during pregnancy (Figures 1B,C). The upregulation of *Bmpr1a* during pregnancy was further confirmed in FACS-sorted myoepithelial cells (high expression of *K14*) and luminal cells (high expression of *K18*) at the mRNA level (Figure 1D), suggesting a potential role of BMPR1a in regulating alveolar formation. To understand the niche signals that regulate BMP signaling, we have examined ligands of BMPR1a, *Bmp2* and *Bmp4*, in sorted stromal cells. qRT-PCR analysis showed that *Bmp2* and *Bmp4* were highly expressed in stromal cells, while they are barely detectable in myoepithelial and luminal cells (Supplementary Figures 1D,E). Immunohistochemistry assays further showed the specific expression of BMP4 in stromal cells of mammary gland at virginal and pregnant stages (Supplementary Figure 1F). It suggests that the BMP ligands from stromal cells activate epithelial BMP signaling in the mammary gland.

During pregnancy, mammary gland development is primarily regulated by estrogen (E2) and progesterone (Pg) (Song et al., 2019). We thus wondered whether the increase in BMPR1a expression at pregnancy is regulated by hormones. To verify this speculation, we treated HC11 mammary epithelial cells with E2 and/or Pg. We found that the expression level of BMPR1a was significantly elevated upon E2 and Pg administration, while the expression level of BMPR1a slightly but not significantly increase upon only Pg administration (Figure 1E). The results were further confirmed by qRT-PCR analysis (Figure 1F). Similarly, in ovariectomized mice, E2 and Pg induced to increase BMPR1a expression (Figure 1G). To understand how BMPR1a is regulated by E2 and Pg, we examined the *Bmpr1a* promoter using the JASPAR databases and identified potential Sp1-binding sites (Figure 1H). It is noting that Sp1 can be activated at pregnancy by E2 and Pg (Porter et al., 1997; Owen et al., 1998; Wang et al., 1998; Schultz et al., 2003; Goldhar et al., 2011). Thus, we speculated that Sp1 might regulate BMPR1a expression in response to E2 and Pg stimulation. We first validated that Sp1 was also upregulated in both the myoepithelial and luminal cell layers during pregnancy (Figures 1I,J), exhibiting a similar pattern to BMPR1a. To verify the potential regulatory effect of Sp1 on the expression of BMPR1a, we overexpressed Sp1 in HC11 mammary epithelial cells and found that Sp1 overexpression induced BMPR1a upregulation (Figure 1K). In addition, a correlation analysis showed a positive correlation between *SP1* and *BMPR1A* in normal breast (Figure 1L). Luciferase reporter assays revealed that mutation of the Sp1-binding sites blocked *Bmpr1a* promoter activity (Figure 1M). Overall, these results demonstrate that BMPR1a expression is directly regulated by Sp1, mediating E2 and Pg activity.

### Deletion of BMPR1a in the Myoepithelial Layer Results in Precocious Alveolar Differentiation

To investigate the *in vivo* role of BMPR1a in the mammary gland, we generated a Dox-inducible BMPR1a conditional knockout mouse model, *K14-rtTA*;*teto-Cre*;*Bmpr1a*^*fl/fl*^ mice (cKO), in which BMPR1a was inducibly deleted in mammary myoepithelial cells (Figure 2A). To validate this system, we first generated *K14-rtTA*;*teto-Cre*;*Rosa26-mTmG* mice (Supplementary Figure 2A). After Dox induction, GFP-positive cells were present in the myoepithelial cells of the duct and alveoli at P14.5 (Supplementary Figures 2B,C), corroborating the successful generation of the inducible model. BMPR1a was efficiently deleted in the mammary myoepithelium of BMPR1a cKO mice at P14.5 upon Dox induction, accompanied by downregulation of pSmad1/5 (Figure 2B). To probe its physiological function in puberty, we induced BMPR1a deletion at 4 weeks of age by oral administration of Dox-containing water. At 6 weeks of age, whole-mount analysis showed impairment of ductal elongation in BMPR1a cKO mouse mammary glands (Figures 2C,D).

**FIGURE 2:**
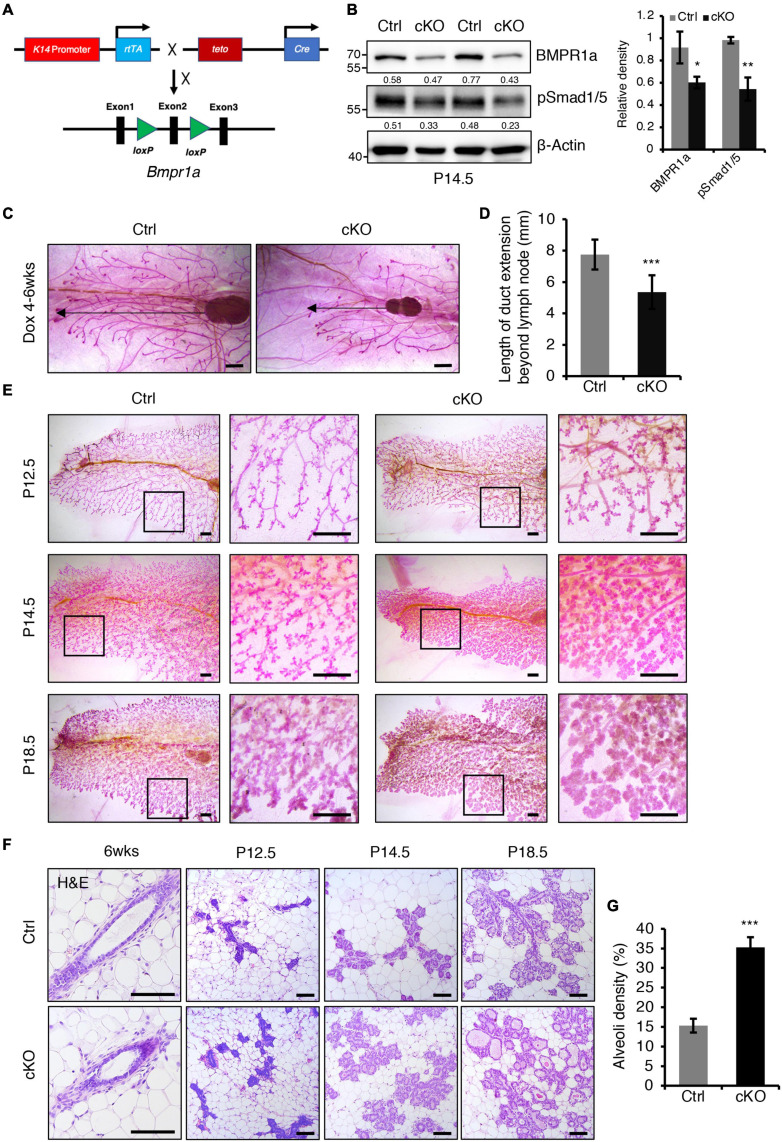
BMPR1a deficiency resulted in enlarged alveoli during pregnancy. **(A)** Schematic map of the constructs used to generate inducible mammary epithelial BMPR1a cKO mice (cKO). **(B)** Western blotting for BMPR1a and pSmad1/5 in mammary epithelial cells isolated from control (Ctrl) and cKO mice at pregnancy day 14.5 (P14.5). β-Actin was used as a loading control. Statistical analysis the expression of BMPR1a/β-Actin and pSmad1/5/β-Actin. *n* = 3 mice. **(C,D)** Whole-mount staining of mammary glands from control and cKO mice at 6 weeks of age. The mice were treated with Dox from 4 weeks of age. Quantification of duct length beyond the lymph node. *n* ≥ 5 biological replicates. Scale bar, 1 mm. **(E)** Whole-mount staining of mammary glands from control and cKO mice at pregnancy day 12.5 (P12.5) (*n* = 3 per group), pregnancy day 14.5 (P14.5) (*n* = 4 per group) and pregnancy day 18.5 (P18.5) (*n* = 3 per group). High-magnification areas are shown in black boxes. Scale bar, 1 mm. **(F)** Hematoxylin and eosin staining of mammary glands at the indicated time points (P12.5, pregnancy day 12.5; P14.5, pregnancy day 14.5; P18.5, pregnancy day 18.5). *n* = 3 mice per time point. Scale bar, 100 μm. **(G)** Quantitation of alveoli density in control and cKO mice HE-stained mammary gland sections at pregnancy day 14.5. *n* = 3 mice per group. Data were presented as means ± SD. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

Next, we examined the effect of BMPR1a loss on alveologenesis during pregnancy. Whole-mount analysis revealed that BMPR1a cKO mice formed more lobuloalveolar structures and alveolar densities than control mice at P12.5, P14.5, and P18.5 (Figures 2E,G). The mammary glands of BMPR1a cKO mice displayed expanded alveolar lumens compared with control mice at P14.5 and P18.5 (Figure 2F). These results imply that deletion of BMPR1a results in precocious alveolar differentiation at pregnancy.

At mid-pregnancy, genes encoding milk proteins such as β-Casein, Lactalbumin and Whey Acidic Protein (WAP) are initially expressed. We found that BMPR1a deficiency led to a marked upregulation of β-Casein and WAP expression at P14.5 (Figures 3A,B). The mRNA levels of *Wap*, *Lalba*, and *Csn2* were much higher in BMPR1a cKO mice than control mice (Figure 3C). In late pregnancy, mammary epithelial cells secrete cytoplasmic lipid droplets (CLDs), which are the origin of milk lipids. Plin2 is a key regulator for CLD maturation (Russell et al., 2011). A remarkable increase in Plin2 was observed in mammary alveoli of BMPR1a cKO mice at P14.5 (Figure 3D). 

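RNA-seq was performed on mammary epithelial cells isolated from 4 control and 4 cKO mice at pregnancy day 14.5, with 1 library per mouse. The cells were released from the glands by collagenase and hyaluronidase digestion, so each library holds the RNA of the whole epithelial preparation and not of a sorted layer. In the cKO mice, a K14 promoter and doxycycline switch on a Cre recombinase that deletes floxed Bmpr1a in myoepithelial cells. The sample labels call the control mice wild type. The authors mapped the reads to GRCm38 with Hisat2 and deposited FPKM (fragments per kilobase of gene, scaled to library depth) for 55933 genes in each of the 8 libraries. When each FPKM was multiplied by its gene's length, 100% of the values above 0 were a whole multiple of a single step per library, so the number of reads behind every value could be recovered. Between 16456480 and 18778823 reads lay on genes in the control libraries (median 16578433.5) and between 16123108 and 19896988 in the cKO libraries (median 17696502), and these totals did not differ between the groups (exact permutation test, two-sided, p = 0.6). The steps show that the deposited FPKM had already been scaled by median-of-ratios size factors, with a ratio of 1 between the library sizes they imply and those size factors in all 8 libraries. Differences were tested with limma on log2(FPKM + 1) for the 15143 genes with a mean FPKM of at least 0.5 over the 8 libraries, and log2 fold changes below are on this scale, which understates the change of genes with low values.
Bmpr1a, the targeted gene, lies on chromosome 14 of GRCm38 from 34410734 to 34503341. Its FPKM was 10.6, 11.7, 8.74 and 9.52 in control replicates 1 to 4 and 12.0, 12.0, 10.2 and 10.4 in cKO replicates 1 to 4, with between 930 and 1473 reads per library. The means were 10.1 ± 1.28 (SD, n = 4) and 11.2 ± 1.01 (SD, n = 4), and the groups overlapped (unpaired exact permutation test, two-sided, p = 0.257). The cKO library was the higher in each of the 4 same-numbered pairs, for which a paired permutation test allows no p under 0.125. With the replicate number as a block, limma gave an unadjusted p of 0.052 and an adjusted p of 0.247. The RNA of the targeted gene was thus not lower in the libraries labelled cKO, and every direction given for the cKO libraries rests on their labels. This does not show that the deletion failed. A transcript without the deleted exon may still be counted, and cells without recombination may supply much of the RNA. The directions of Wap and Csn2 below are also those of the paper's qRT-PCR (Fig. 3C). An antisense gene that overlaps an exon of Bmpr1a, Gm17110, had at most 4 reads in a library.
No 2 libraries of a group were the same library sequenced again, since the chi-square per degree of freedom over genes was at least 8.92 for every pair within a group. The first principal component held 25.9% of the variance and placed every control library below 0 and every cKO library above it. The second component held 21.8%. Replicates 1 and 2 lay above replicates 3 and 4 on it in both groups. The paper states that littermates served as controls but not which of these mice shared a litter. The deviations of control and cKO libraries from their group means had a mean correlation over genes of 0.111 for the same replicate number, 0.13 for different numbers within replicates 1 and 2 or within replicates 3 and 4, and -0.12 across these sets. The libraries therefore deviate together by set, and the number within a set adds nothing to it. Where the groups do not overlap, any pairing of the mice gives the same direction in 4 of 4 pairs, so that count adds nothing there. Blocked results use the replicate number, which was planned, or these sets, which were chosen after the values were seen. Differences are also given separately within replicates 1 and 2 and within replicates 3 and 4.

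**Figure D1:**
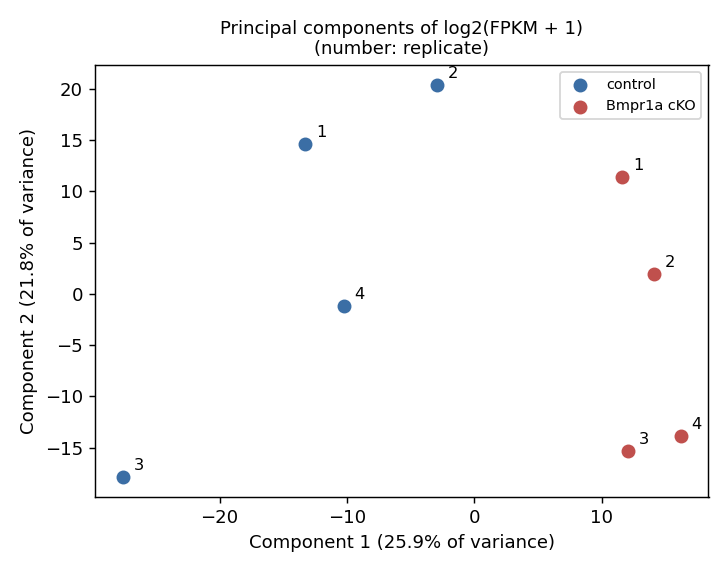
Principal components 1 and 2 of log2(FPKM + 1) over the 15143 genes tested, with 1 point per library, the group by color and the replicate number beside each point. The control libraries sit between -27.6 and -2.91 on component 1 and the cKO libraries between 11.6 and 16.2.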

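Fig. 3E shows 10 milk genes, 5 of them in the casein cluster on chromosome 5. Together they held 2.66% ± 0.361 of the reads on genes in the control libraries (SD, n = 4) and 5.56% ± 1.21 in the cKO libraries (SD, n = 4), with no overlap (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). The mean log2(FPKM + 1) of the 10 genes was 1.02 higher in the cKO libraries (exact permutation test, two-sided, p = 0.0286, Benjamini-Hochberg adjusted p = 0.0714 over the 10 gene panels tested). It was 1.06 higher within replicates 1 and 2 and 0.98 higher within replicates 3 and 4, and it rose in 4 of the 4 same-numbered pairs, for which the smallest possible p of a paired permutation test is 0.125. Any pairing would give this count, as the scores of the groups do not overlap. Of the alternatives tried, leaving out cKO replicate 4 moved this difference most, to 0.86.
Wap, on chromosome 11 from 6635482 to 6638637, encodes whey acidic protein. Its FPKM was 38.5 ± 18.1 (SD, n = 4) in control and 186 ± 91.7 (SD, n = 4) in cKO libraries, a log2 fold change of 2.25 (standard error 0.36, adjusted p = 0.034 from limma with Benjamini-Hochberg adjustment). Csn2 encodes β-Casein and lies on chromosome 5 from 87692624 to 87699630. It rose from 1653 ± 193 to 3409 ± 843 FPKM (SD, n = 4 each), with a log2 fold change of 1.02 (standard error 0.18, adjusted p = 0.0461 from limma). For Muc15, on chromosome 2 from 110721340 to 110739527, the values were 73.1 ± 3.03 and 142 ± 27.3 FPKM (SD, n = 4 each), a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.0266 from limma). An exon of Muc15 overlaps Ano3 on the other strand, which had at most 27 reads in a library against at least 4150 for Muc15.
Lalba, on chromosome 15 from 98480400 to 98482721, was 21.4 ± 6.57 FPKM in control and 46.3 ± 31.3 in cKO libraries (SD, n = 4 each), and the groups overlapped (exact permutation test, two-sided, p = 0.229). The cKO values were 86.8, 31.1, 14.5 and 52.9 in replicates 1 to 4, so replicate 3 was below every control library. The log2 difference of Lalba was 1.59 within replicates 1 and 2 and 0.10 within replicates 3 and 4. Xdh, on chromosome 17 from 73883895 to 73950196, was 37.9 ± 4.70 FPKM in control and 52.3 ± 6.89 in cKO libraries (SD, n = 4 each), with a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.103 from limma). Btn1a1, on chromosome 13 from 23456992 to 23465901, was 20.1 ± 1.60 and 33.1 ± 9.81 FPKM (SD, n = 4 each), with a log2 fold change of 0.66 (standard error 0.18, adjusted p = 0.125 from limma). For both genes every cKO library was above every control library.
All 10 genes had a higher mean in the cKO libraries, and for 9 of them the groups did not overlap. At p under 0.05, the threshold of the methods, taken here as unadjusted, limma called 9 of the 10, all but Lalba. After adjustment over all genes tested, 4 passed 0.05, namely Csn1s2a, Csn2, Wap and Muc15. After adjustment over the list alone 9 passed, although the list is that of the paper's heatmap of these libraries. With the replicate number as a block, 5 of the 10 had an adjusted p under 0.05 over all genes, and in TPM 7 had one. With no filter on low values, and when each control library was left out in turn, 0 of the 10 had one, while 9 still had an unadjusted p under 0.05. Among fits chosen after the values were seen, 7 of the 10 passed with the sets as a block, 7 with limma-voom on the recovered reads, 9 with limma-voom and the replicate block, and 2 with each library's GC trend removed. With the replicate number as a block, the adjusted p from limma was 0.0539 for Wap, 0.0377 for Csn2, 0.0478 for Muc15, 0.117 for Xdh and 0.127 for Btn1a1. With the sets as a block it was 0.0137, 0.00651, 0.020, 0.0755 and 0.0983. The paper places these RNA-seq values beside its staining, western blots and qRT-PCR, and takes them together as a strong indication that BMPR1a is needed to restrict precocious alveolar formation in pregnancy.

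**Figure D2:**
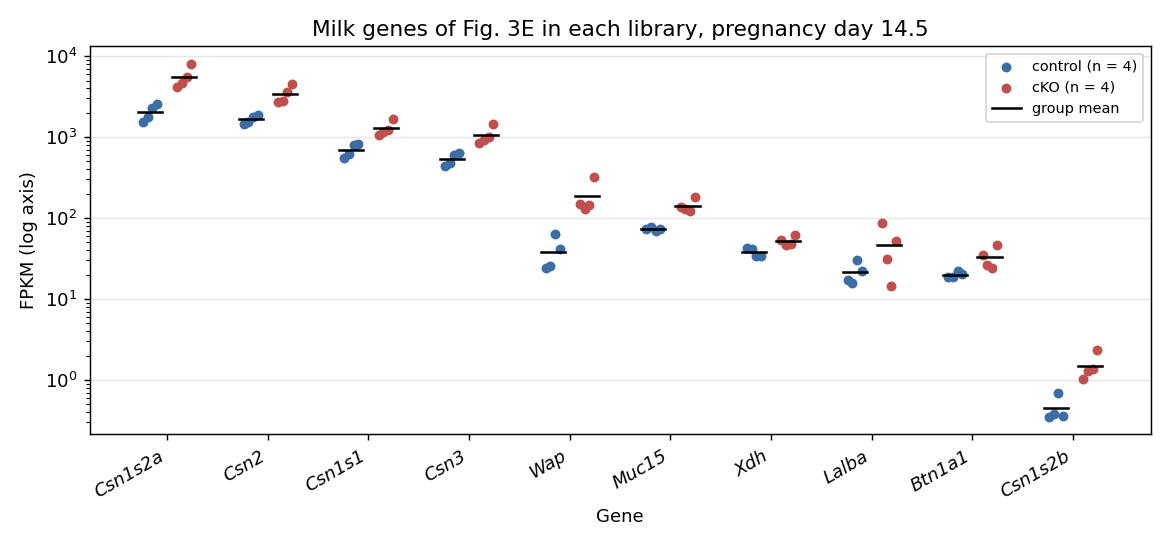
FPKM of the 10 milk genes of Fig. 3E on a log axis, with 1 point per library in order of replicate number, control and cKO by color, and a black line at each group mean. The groups overlap for Lalba alone, where the cKO values run from 14.5 to 86.8 FPKM.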

In agreement, RNA-sequencing (RNA-seq) analysis showed that both milk synthesis-related genes, *Wap, Muc15, Csn2*, and *Lalba*, and milk lipid secretion-related genes, *Xdh* and *Btn1a1*, were markedly upregulated in BMPR1a cKO mice at P14.5 (Figure 3E).

**FIGURE 3:**
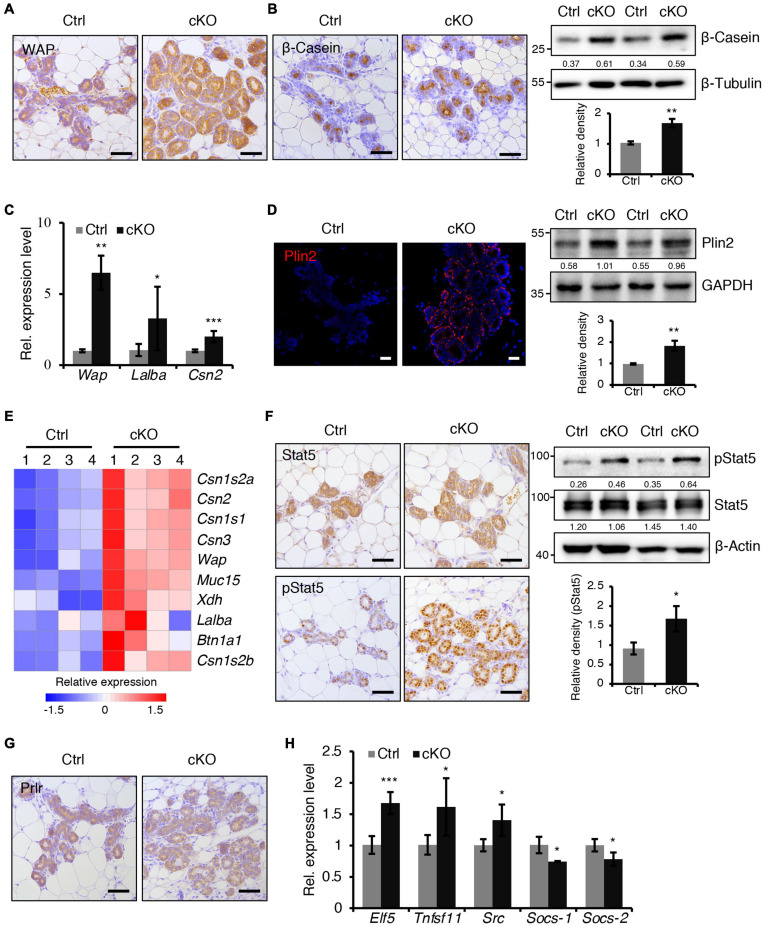
BMPR1a deficiency resulted in precocious alveolar differentiation during pregnancy. **(A)** Immunohistochemistry staining for WAP in control and cKO mammary glands at pregnancy day 14.5. *n* = 3 mice per group. Scale bar, 50 μm. **(B)** Immunohistochemistry staining and western blotting for β-Casein in control and cKO mammary glands at pregnancy day 14.5. *n* = 3 mice per group. β-Tubulin was used as a loading control. Scale bar, 50 μm. Statistical analysis the expression of β-Casein/β-Tubulin. *n* = 3 mice. **(C)** qRT-PCR analysis of *Wap*, *Lalba* and *Csn2* in mammary epithelial cells isolated from control and cKO mice at pregnancy day 14.5. *n* = 4–6 biological replicates. **(D)** Immunofluorescence staining and western blotting for Plin2 in control and cKO mammary glands at pregnancy day 14.5. *n* = 3 mice per group. GAPDH was used as a loading control. Scale bar, 25 μm. Statistical analysis the expression of Plin2/GAPDH. *n* = 3 mice. **(E)** Heatmap for milk protein-related gene expression in control and cKO mammary glands at pregnancy day 14.5. *n* = 4 mice per group. **(F)** Immunohistochemistry staining and western blotting for Stat5 and pStat5 in control and cKO mammary glands at pregnancy day 14.5. *n* = 3 mice per group. β-Actin was used as a loading control. Scale bar, 50 μm. Statistical analysis the expression of pStat5/β-Actin. *n* = 3 mice. **(G)** Immunohistochemistry staining for Prlr in control and cKO mammary glands at pregnancy day 14.5. *n* = 3 mice per group. Scale bar, 50 μm. **(H)** qRT-PCR analysis of *Elf5, Tnfsf11, Src, Socs-1*, and *Socs-2* in mammary epithelial cells isolated from control and cKO mice at pregnancy day 14.5. *n* ≥ 3 biological replicates. Data were presented as means ± SD. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

Prlr/Stat5 signaling is critical for alveolar formation during pregnancy (Miyoshi et al., 2001). We found an increase in pStat5-positive cells in the mammary epithelium of BMPR1a cKO mice at P14.5, while Prlr expression was not altered (Figures 3F,G). Furthermore, the genes *Elf5*, *Tnfsf11*, and *Src*, which are downstream of the Prlr/Stat5 signaling pathway, were upregulated in the mammary glands of BMPR1a cKO mice, while the key attenuators *Socs-1* and *Socs-2* were downregulated (Figure 3H), suggesting an activation of the Stat5 signaling pathway. In addition, Ki67 and Cyclin D1 staining revealed fewer proliferative cells in the mammary glands of BMPR1a cKO mice than control mice at P14.5 (Supplementary Figure 3A). However, the apoptotic cells were indistinguishable between control and BMPR1a cKO mice at P18.5 (Supplementary Figure 3B). Taken together, these findings strongly indicate that BMPR1a is required to restrict precocious alveolar formation at pregnancy.

### BMPR1a Deficiency Disorders the Balance of Myoepithelial and Luminal Cells

The balance of myoepithelial and luminal cells is important for alveolar development. We next sought to examine the effect of BMPR1a deficiency on this balance. Fluorescence activated cell sorting (FACS) revealed a reduction in the Lin^–^CD24^+^CD29^*high*^ myoepithelial cell population and an increase in the Lin^–^CD24^+^CD29^*low*^ luminal cell population in BMPR1a cKO mice at P14.5 (Figures 4A,B). CD61 is a marker of the luminal/alveolar progenitor cell pool (Asselin-Labat et al., 2007). We observed a marked reduction in the Lin^–^CD24^+^CD29^*low*^CD61^+^ cell population in BMPR1a cKO mice (Figures 4A,B). The data suggest that BMPR1a deficiency disorders the balance of myoepithelial and luminal cells and promotes alveolar maturation.

**FIGURE 4:**
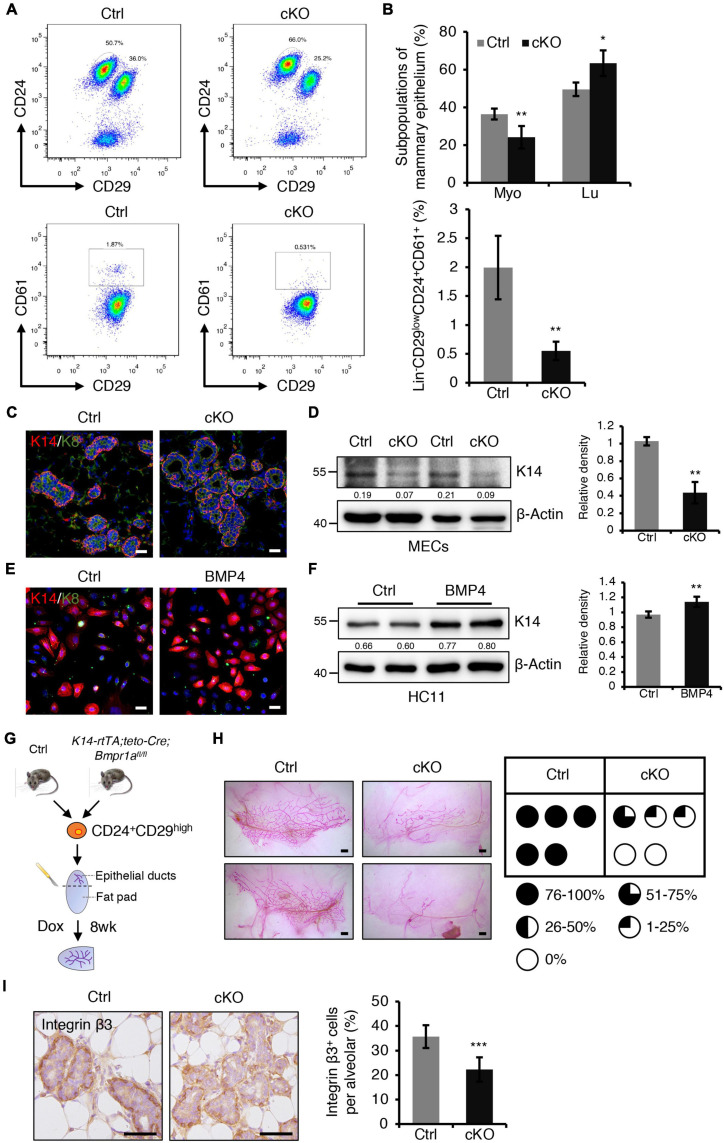
BMPR1a deficiency resulted in reduced myoepithelial lineages and compromised repopulating capacity of mammary stem cells. **(A)** FACS analysis of mammary gland epithelial cells from control and cKO mice at pregnancy day 14.5 using the Lin/CD24/CD29/CD61 surface marker set. *n* = 4 mice per group. **(B)** Quantification of Lin^–^ CD24^+^CD29^*high*^ (Myo), Lin^–^ CD24^+^CD29^*low*^ (Lu) and Lin^–^ CD24^+^CD29^*low*^CD61^+^ cell populations in control and cKO mice at pregnancy day 14.5. *n* = 4 biological replicates. **(C)** Immunofluorescence staining for K14 (red) and K8 (green) in control and cKO mammary glands at pregnancy day 14.5. *n* = 3 mice per group. Scale bar, 25 μm. **(D)** Western blotting for K14 in control and cKO mammary glands at pregnancy day 14.5. β-Actin was used as a loading control. Statistical analysis the expression of K14/β-Actin. *n* = 3 mice. **(E)** Immunofluorescence staining for K14 (red) and K8 (green) in HC11 mammary epithelial cells treated with BMP4 (50 ng/mL) for 24 h. *n* = 3 biological replicates. Scale bar, 25 μm. **(F)** Western blotting for K14 in HC11 cells treated with BMP4 (50 ng/mL) for 24 h. β-Actin was used as a loading control. Statistical analysis the expression of K14/β-Actin. *n* = 4 biological replicates. **(G)** Illustration of the mammary transplantation assays using *K14-rtTA/teto-Cre/Bmpr1a^*fl/fl*^* and control mouse mammary stem cells and the induction strategy. **(H)** Whole-mount staining of mammary glands from the mammary transplantation assays and quantification of the proportion of ductal trees. *n* = 5 mice per group. Scale bar, 1 mm. **(I)** Immunohistochemistry staining for Integrin β3 in control and cKO mammary glands at pregnancy day 14.5. Quantification of Integrin β3^+^ cells in alveoli. *n* = 3 mice per group. Scale bar, 50 μm. Data were presented as means ± SD. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

Furthermore, dual immunofluorescence staining for K14 and K8 revealed that K14^+^ myoepithelial cells were reduced in BMPR1a cKO mice (Figure 4C). Consistently, western blotting demonstrated a reduction in K14 in the BMPR1a cKO mammary epithelium (Figure 4D). To test whether BMP signaling directly modulates myoepithelial cells, we activated BMP signaling in HC11 mammary epithelial cells by adding BMP2 or BMP4, and activation of BMP signaling was confirmed by upregulation of the BMP target genes *Id1*, *Id2*, *Id3*, and *Msx1* (Supplementary Figures 4A,B). To prove that BMPR1a mediates the BMP2- or BMP4-induced BMP signaling activation, we knockdown *Bmpr1a* in HC11 cells, then treated the cells with BMP2 or BMP4. *Bmpr1a* inhibition dampened the BMP signaling activation (Supplementary Figures 4A,B). Activated BMP signaling led to an increase in K14^+^ cells, as well as upregulation of K14 protein (Figure 4E,F). In contrast, the expression of myoepithelial marker K14 was significantly reduced in *Bmpr1a*-knockdown cells upon BMP4 stimulation (Supplementary Figure 5A). These findings suggest that the activation of BMP signaling is critical for maintaining the fate of myoepithelial cells. Furthermore, in order to test whether BMP signaling mediated the function of estrogen and progesterone hormones, HC11 cells were stimulated with E2 + Pg and then treated with/without BMP4. qRT-PCR analysis showed that the expression level of *K14* is higher upon E2 + Pg stimulation and BMP4 treatment than upon only BMP4 treatment (Supplementary Figure 5B). It implies that estrogen- and progesterone-induced BMPR1a upregulation is important to maintain mammary epithelial cells in a myoepithelial state.

Mammary stem cells are enriched in the CD24^+^CD29^*high*^ cell population, and these stem cells can repopulate the mammary gland after transplantation. To further test whether BMPR1a deficiency impairs the repopulating capacity of mammary stem cells, we sorted Lin^–^CD24^+^CD29^*high*^ cells from control and *K14-rtTA;teto-Cre;Bmpr1a^*fl/fl*^* mouse mammary glands and transplanted them into the cleared fat pad of immunodeficient mice. After transplantation, Dox was orally administered to the mice immediately and last for eight weeks (Figure 4G). We found that BMPR1a deficiency resulted in compromised mammary outgrowth (Figure 4H), suggesting an impairment of repopulating capacity. It has been reported that the BMP pathway target genes *Id1, Id2, Id3, Msx1*, and *Msx2* regulate stemness and differentiation in many types of cells (Ge et al., 2019; Wang et al., 2019). The expression levels of *Id2*, *Id3*, *Msx1*, and *Msx2* were downregulated in BMPR1a cKO mouse mammary myoepithelial cells (Supplementary Figure 4C). It has been reported that Integrin β3 marks mammary stem cells and luminal progenitor cells in the mammary gland (Desgrosellier et al., 2014). We found that the number of Integrin β3^+^ cells significantly reduced in the mammary gland from BMPR1a cKO mice, especially in the myoepithelial layer (Figure 4I), suggesting that BMPR1a deficiency could impair repopulating capacity.

Taken together, these data indicate that BMPR1a is important for maintaining myoepithelial cell identity and fate determinant.

### BMPR1a Regulates p63 and Slug Expression Through pSmad1-Smad4 Complexes in the Mammary Gland

To gain insight into the molecular mechanisms of BMP signaling in mammary development, RNA-seq was performed on mammary epithelium isolated from control and BMPR1a cKO mice at P14.5. 

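The methods give a threshold of p under 0.05 and name no adjustment. At an unadjusted p under 0.05, limma called 2480 of the 15143 genes different between the groups. Of these, 1340 were higher and 1140 lower in cKO. With Benjamini-Hochberg adjustment, 135 genes had a p under 0.05, of which 89 were higher and 46 lower. With the replicate number as a block, 3124 genes had an unadjusted p under 0.05 and 50 an adjusted p under 0.05. Leaving out control replicate 4 lowered the number of adjusted calls most, to 0, with 2134 genes at an unadjusted p under 0.05. Scaling each library to the same sum of FPKM (TPM) in place of size factors left 784 higher and 1657 lower genes at an unadjusted p under 0.05.
Fig. 5A shows 11 genes of the myoepithelial layer. Their mean log2(FPKM + 1) fell by 0.43 in the cKO libraries (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0714 over the 10 panels). The fall was -0.36 within replicates 1 and 2 and -0.50 within replicates 3 and 4. The scores of the groups did not overlap, so it was seen in each of the 4 same-numbered pairs, as in any pairing. All 11 means were lower in cKO, and for 8 genes the groups did not overlap. Over all genes tested 10.7% did not overlap, where chance gives 2.86%. As the 11 are those of the paper's heatmap of these libraries, neither rate is a fair comparison for them.
Procr, on chromosome 2 from 155751117 to 155755471, fell from 193 ± 12.9 to 114 ± 12.3 FPKM (SD, n = 4 each), with a log2 fold change of -0.76 (standard error 0.09, adjusted p = 0.0204 from limma). Tspan8, on chromosome 10 from 115816832 to 115849893, fell from 11.2 ± 0.771 to 6.01 ± 1.55 FPKM (SD, n = 4 each), with a log2 fold change of -0.82 (standard error 0.15, adjusted p = 0.0461 from limma). An exon of Tspan8 overlaps an antisense gene. These 2 genes were the only ones of the 11 with an adjusted p under 0.05 over all genes tested, and none had one with the replicate number as a block, where the adjusted p was 0.0545 for Procr and 0.0633 for Tspan8 (limma). With no filter on low values, and when each control library was left out in turn, 0 of the 11 had one. With 1 cKO library left out, 0 to 2 had one. Other blocked fits were chosen after the values were seen, and they differed. With the replicate block and either the GC trend or the gene length trend removed, 0 of the 10 genes tested had an adjusted p under 0.05. With a block of replicates 1 and 2 against 3 and 4, 6 of the 10 genes tested had an adjusted p under 0.05, and with limma-voom on the recovered reads and the replicate block 8 of the 10 had one. Adamts18, on chromosome 8 from 113697126 to 113848738, was 2.06 ± 0.0813 FPKM in control and 1.38 ± 0.118 in cKO libraries (SD, n = 4 each), with a log2 fold change of -0.36 (standard error 0.07, adjusted p = 0.0568 from limma). Itgb3, on chromosome 11 from 104608000 to 104670476, was 9.36 ± 0.636 and 6.71 ± 1.14 FPKM (SD, n = 4 each), a log2 fold change of -0.44 (standard error 0.11, adjusted p = 0.101 from limma). Cdh2, on chromosome 18 from 16588877 to 16809246, was below 1 FPKM in every library, at 0.850 ± 0.0931 in control and 0.531 ± 0.0708 in cKO (SD, n = 4 each), with 65 to 148 reads.
Cd44 and Krt14 overlapped between the groups (exact permutation test, two-sided, p = 0.0571 for each). Both were lower in cKO in each of the 4 same-numbered pairs. Krt14 was 753 ± 93.7 FPKM in control and 577 ± 88.9 in cKO libraries (SD, n = 4 each). With the replicate number as a block, the adjusted p from limma was 0.0841 for Cd44, 0.0607 for Krt14, 0.0879 for Adamts18 and 0.076 for Itgb3. With the block of replicates 1 and 2 against 3 and 4 it was 0.0377, 0.0187, 0.0369 and 0.0579. Lgr5 was under the filter on low values, at 0.533 ± 0.146 and 0.268 ± 0.103 FPKM (SD, n = 4 each), and its groups overlapped (exact permutation test, two-sided, p = 0.0857). The 10 genes that passed the filter all had an unadjusted p under 0.05 from limma. They also passed after adjustment over the list alone, which is that of the paper's heatmap of these libraries.

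**Figure D3:**
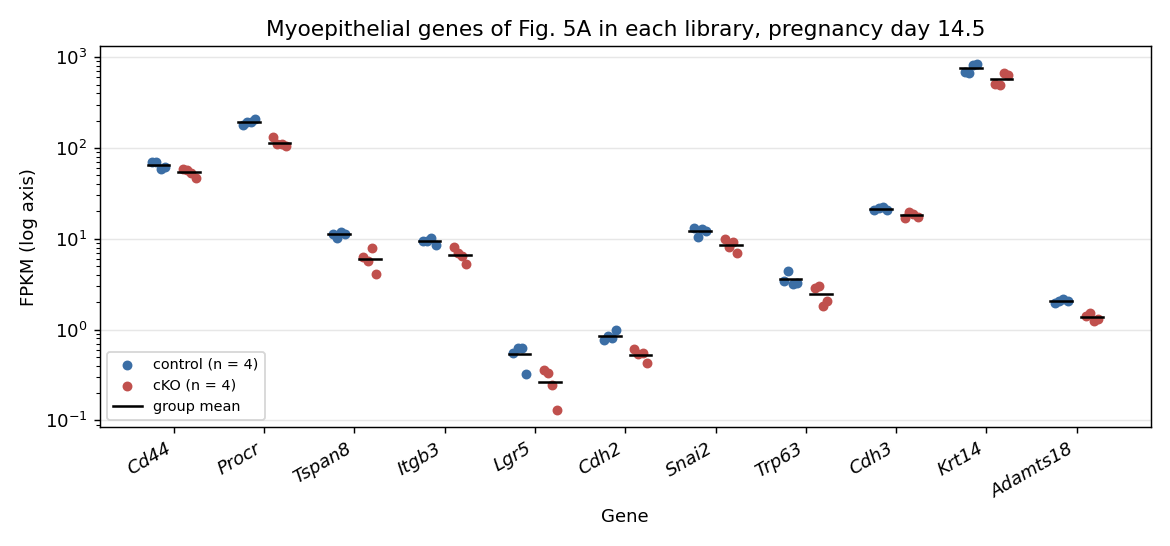
FPKM of the 11 myoepithelial genes of Fig. 5A on a log axis, with 1 point per library in order of replicate number, control and cKO by color, and a black line at each group mean. The group mean is lower in cKO for every gene, and the groups overlap for Cd44, Krt14 and Lgr5.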

The differentially expressed gene analysis indicated that loss of BMPR1a led to a reduction in most myoepithelial layer-associated genes (Figure 5A). qRT-PCR data showed that the expression levels of *Itgb3, Adamts18, Cdh2*, and *Tspan8* were significantly downregulated in FACS-sorted myoepithelial cells (Figure 5B). Interestingly, *p63* and *Slug*, which are key regulators of myoepithelial cell fate (Crum and McKeon, 2010; Phillips and Kuperwasser, 2014), were also downregulated in BMPR1a cKO mice (Figure 5A). 

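Trp63, the gene of p63, lies on chromosome 16 of GRCm38 from 25683763 to 25892102. Its FPKM was 3.47, 4.42, 3.18 and 3.25 in control replicates 1 to 4 and 2.90, 3.00, 1.81 and 2.07 in cKO replicates 1 to 4, with 241 to 643 reads per library. The means were 3.58 ± 0.576 and 2.45 ± 0.594 (SD, n = 4 each), a log2 fold change of -0.42 (standard error 0.14, adjusted p = 0.181 from limma). The values give 1 number for the gene and do not separate its isoforms. Snai2, the gene of Slug, lies on the same chromosome from 14705852 to 14709385. It was 12.2 ± 1.19 FPKM in control and 8.59 ± 1.31 in cKO libraries (SD, n = 4 each), a log2 fold change of -0.47 (standard error 0.11, adjusted p = 0.0901 from limma), with 264 to 467 reads per library. For both genes every cKO library was below every control library, and limma gave an unadjusted p of 0.014 for Trp63 and 0.0023 for Snai2. Within replicates 1 and 2 the log2 difference was -0.32 for Trp63 and -0.36 for Snai2, and within replicates 3 and 4 it was -0.52 and -0.57. With the replicate number as a block, the adjusted p from limma was 0.0812 for Trp63 and 0.0706 for Snai2. In fits chosen after the values were seen, it was 0.0456 for Trp63 and 0.0749 for Snai2 with a block of replicates 1 and 2 against 3 and 4, and 0.0279 and 0.0316 with limma-voom on the recovered reads and the replicate block. Other such fits gave neither gene an adjusted p under 0.05. It was 0.124 and 0.0746 with limma-voom and no block, and 0.0847 and 0.0632 with the GC trend removed and the replicate block. With each library left out in turn, the log2 fold change stayed between -0.50 and -0.33 for Trp63 and between -0.54 and -0.38 for Snai2.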

The reduction in p63 and Slug was validated at the protein level (Figure 5D). In line with this, p63- and Slug-positive cells were markedly reduced in alveoli from BMPR1a cKO mice (Figure 5E). In addition, the mRNA levels of *p63*, the *p63* isoform Δ*Np63*, and *Slug* were reduced in BMPR1a cKO mammary epithelium at P14.5, and the reduction was more pronounced in myoepithelial cells (Figure 5F). The expression levels of p63 and Slug were significantly upregulated in the mammary epithelium after pregnancy (Figure 5C), which is consistent with the expression pattern of BMPR1a. A correlation analysis revealed a positive correlation between *BMPR1A* and *P63* or between *BMPR1A* and *SLUG* in the normal mammary gland (Supplementary Figure 6A). This suggests that *p63* and *Slug* may be regulated by BMP signaling.

**FIGURE 5:**
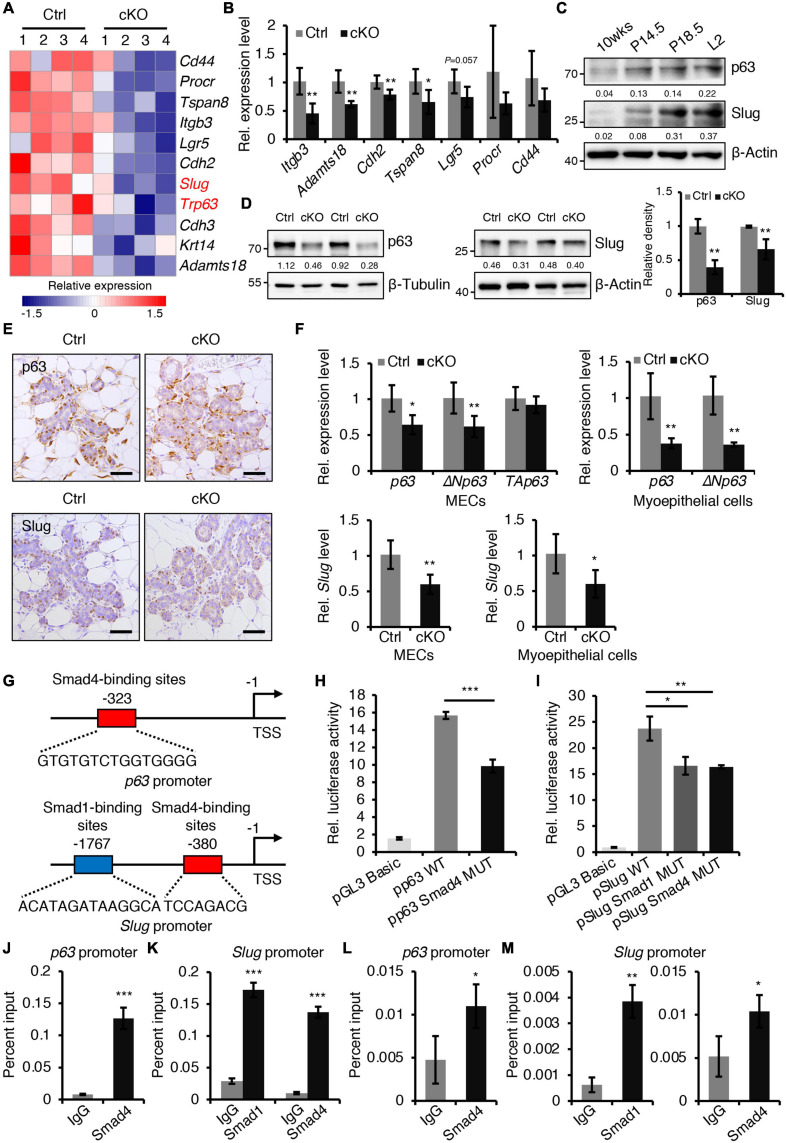
BMPR1a regulated the expression of p63 and Slug through the pSmad1/5-Smad4 complex. **(A)** Heatmap for myoepithelial layer-related gene expression in control and cKO mammary glands at pregnancy day 14.5. *n* = 4 mice per group. **(B)** qRT-PCR analysis of *Itgb3, Adamts18, Cdh2, Tspan8, Lgr5, Procr*, and *Cd44* in FACS-sorted myoepithelial cells from control and cKO mice at pregnancy day 14.5. *n* = 4–5 biological replicates. **(C)** Western blotting for p63 and Slug in wild-type mouse mammary glands at the indicated time points (P14.5, pregnancy day 14.5; P18.5, pregnancy day 18.5; L2, lactation day 2). β-Actin was used as a loading control. **(D)** Western blotting for p63 and Slug in mammary epithelial cells isolated from control and cKO mice at pregnancy day 14.5. β-Tubulin and β-Actin were used as loading controls. Statistical analysis the expression of p63/β-Tubulin (*n* = 3 mice) and Slug/β-Actin (*n* = 4 mice). **(E)** Immunohistochemistry staining for p63 and Slug in control and cKO mammary glands at pregnancy day 14.5. *n* = 4 mice per group. Scale bar, 50 μm. **(F)** qRT-PCR analysis of *p63*,Δ*Np63, TAp63*, and *Slug* in isolated mammary epithelial cells (MECs) and FACS-sorted myoepithelial cells from control and cKO mice at pregnancy day 14.5. *n* = 4-6 biological replicates. **(G)** Schematic diagram showing potential Smad4-binding sites (–323 bp) in the *p63* promoter and potential Smad1-binding sites (–1767 bp) and Smad4-binding sites (–380 bp) in the *Slug* promoter. **(H)** Luciferase activity in lysates of HC11 cells transfected with pGL3-basic empty vector, wild-type *p63* promoter (control), or mutant promoter (with mutation of Smad4-binding sites) luciferase reporter plasmids. *n* = 3 biological replicates. **(I)** Luciferase activity in lysates of HC11 cells transfected with pGL3-basic empty vector, wild-type *Slug* promoter (control), or mutant promoter (with mutation of Smad1- or Smad4-binding sites) luciferase reporter plasmids. *n* = 3 biological replicates. **(J)** ChIP analysis for the binding sites of Smad4 in the *p63* promoter in HC11 mammary epithelial cells treated with BMP4 for 1 h using antibodies against Smad4. IgG was used as a negative control. The enrichment of Smad4 binding to *p63* promoter was quantified using qPCR. *n* = 3. **(K)** ChIP analysis for the binding sites of Smad1 or Smad4 in the *Slug* promoter in HC11 mammary epithelial cells treated with BMP4 for 1 h using antibodies against Smad1 or Smad4. IgG was used as a negative control. The enrichment of Smad1 or Smad4 binding to *Slug* promoter was quantified using qPCR. *n* = 3. **(L)** ChIP analysis for the binding sites of Smad4 in the *p63* promoter in primary mammary epithelial cells isolated from mouse mammary glands at pregnancy day 14.5 using antibodies against Smad4. IgG was used as a negative control. The enrichment of Smad4 binding to *p63* promoter was quantified using qPCR. *n* = 3. **(M)** ChIP analysis for the binding sites of Smad1 or Smad4 in the *Slug* promoter in primary mammary epithelial cells isolated from mouse mammary glands at pregnancy day 14.5 using antibodies against Smad1 or Smad4. IgG was used as a negative control. The enrichment of Smad1 or Smad4 binding to *Slug* promoter was quantified using qPCR. *n* = 3. Data were presented as means ± SD. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

To confirm the regulatory effects *in vitro*, we activated BMP signaling in HC11 mammary epithelial cells with BMP4. The activity of pSmad1/5 increased upon BMP4 treatment (Supplementary Figures 6B,C). As expected, activated BMP signaling resulted in an increase in p63 and Slug (Supplementary Figures 6D,E). Similarly, BMP2 stimulation also upregulated the expression levels of Slug and p63 (Supplementary Figure 6F) and myoepithelial marker K14 (Supplementary Figures 6G,H) in HC11 cells. Therefore, we speculated that *p63* and *Slug* may be downstream genes of BMP signaling in the mammary gland. To prove this, we examined the *p63* and *Slug* promoters using the JASPAR databases. The analysis identified Smad4-binding sites in the *p63* promoter and Smad1- and Smad4-binding sites in the *Slug* promoter (Figure 5G). Luciferase reporter assays revealed that mutation of the Smad4-binding sites decreased *p63* promoter activity, and mutation of the Smad1- or Smad4-binding sites decreased *Slug* promoter activity respectively (Figures 5H,I). Furthermore, ChIP assays indicated that Smad1 binds its sites on the *Slug* promoter and Smad4 binds its sites on the *p63* or *Slug* promoter both in HC11 mammary epithelial cells and in primary mammary epithelial cells at P14.5 (Figures 5J–M).

Next, to confirm that *p63* and *Slug* function as downstream target genes of BMP signaling in the mammary gland, we knocked down *p63* or *Slug* in HC11 mammary epithelial cells. Suppression of *p63* or *Slug* decreased the expression of the myoepithelial marker K14 and increased the expression of the luminal marker K8/K18 (Supplementary Figures 7A–D). Immunostaining assays showed that K14^+^ cells were reduced upon suppression of *p63* or *Slug*, whereas K8^+^ cells were increased (Supplementary Figures 7E,F).

Collectively, these results demonstrate that activated BMP signaling directly regulates the expression of *p63* and *Slug* through the pSmad1/5-Smad4 complex, consequently maintaining the balance of myoepithelial and luminal lineages.

### BMPR1a Prevents Alveolar Epithelial Precocity by Regulating P-Cadherin and Spp1

A previously published study demonstrated that loss of P-cadherin, a classical cell-to-cell adhesion molecule that is exclusively expressed in myoepithelial cells of the mammary gland (Albergaria et al., 2011), leads to precocious alveolar differentiation phenotype (Radice et al., 1997), which is similar to the phenotype seen in BMPR1a cKO mice. We thus wondered whether P-cadherin is regulated by BMP signaling. We observed that the protein and mRNA levels of P-cadherin were markedly reduced in the mammary epithelium of BMPR1a cKO mice at P14.5 (Figures 6A–C). To further test the regulatory effect of BMP signaling on P-cadherin, we treated HC11 mammary epithelial cells with BMP4 to activate BMP signaling. We found an upregulation of P-cadherin in response to BMP4 treatment (Figures 6D,E), suggesting a direct effect of BMP signaling on P-cadherin. Consistently, a correlation analysis in normal breast showed a positive correlation between *BMPR1A* and *CDH3* (gene symbol of P-cadherin) (Figure 6F). It has been reported that *Cdh3* is a p63 target gene in limb buds and hair follicles, and that Slug can also bind and activate the *Cdh3* promoter in CommaDβ cells (Shimomura et al., 2008; Idoux-Gillet et al., 2018). Thus, we wondered whether P-cadherin can be regulated by p63 and Slug in mammary epithelial cells. We found that inhibition of p63 or Slug led to a decrease in the expression of P-cadherin (Figures 6G,H), suggesting a regulatory effect of p63 or Slug on P-cadherin in the mammary gland. Moreover, suppression of both p63 and Slug resulted in a more robust downregulation of K14 and P-cadherin than only p63 or only Slug (Figure 6I). It is worth noting that the expression level of Slug was dramatically downregulated upon knockdown of p63 (Figure 6I), suggesting that Slug could be a downstream effector of p63. Considering the above findings that p63 and Slug are downstream target genes of BMPR1a, it suggests that BMP signaling restricts alveolar precocity via the BMPR1a/p63/P-cadherin and BMPR1a/Slug/P-cadherin pathways.

**FIGURE 6:**
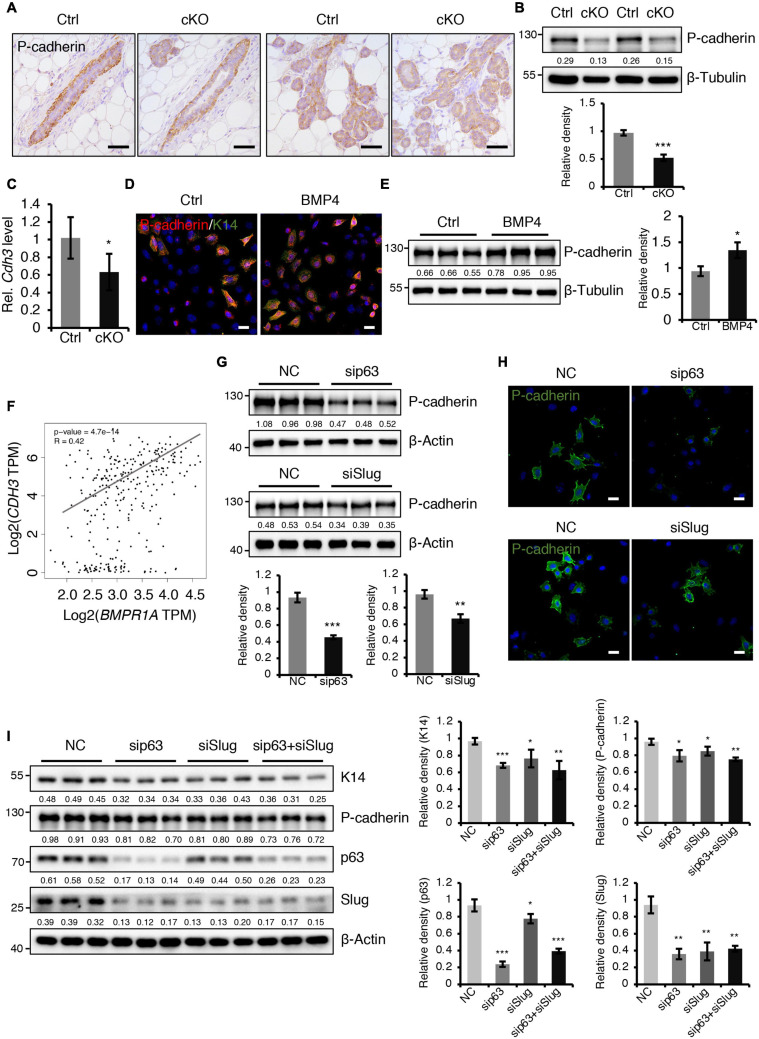
BMPR1a regulated P-cadherin expression via p63 and Slug. **(A)** Immunohistochemistry staining for P-cadherin in control (*n* = 4 mice) and cKO (*n* = 3 mice) mammary glands at pregnancy day 14.5. Scale bar, 50 μm. **(B)** Western blotting for P-cadherin in mammary epithelial cells isolated from control and cKO mice at pregnancy day 14.5. β-Tubulin was used as a loading control. Statistical analysis the expression of P-cadherin/β-Tubulin. *n* = 3 mice. **(C)** qRT-PCR analysis of *Cdh3* in FACS-sorted control and cKO myoepithelial cells at pregnancy day 14.5. *n* = 4 biological replicates. **(D)** P-cadherin (red) and K14 (green) double immunofluorescence staining in HC11 mammary epithelial cells treated with BMP4 (50 ng/mL) for 24 h. *n* = 3 biological replicates. Scale bar, 25 μm. **(E)** Western blotting for P-cadherin in HC11 mammary epithelial cells treated with BMP4 (50 ng/mL) for 24 h. β-Tubulin was used as a loading control. Statistical analysis the expression of P-cadherin/β-Tubulin. *n* = 3 biological replicates. **(F)** Scatter plot showing the correlation between *BMPR1A* and *CDH3* expression in mammary glands from TCGA and GTEx data. Pearson’s coefficient test was performed to assess statistical significance. **(G)** Western blotting for P-cadherin in HC11 cells treated with p63 siRNA (sip63)/Slug siRNA (siSlug) and scramble RNA (NC) at 48 h. β-Actin was used as a loading control. Statistical analysis the expression of P-cadherin/β-Actin. *n* = 3 biological replicates. **(H)** Immunofluorescence for P-cadherin (green) in HC11 cells treated with p63 siRNA (sip63)/Slug siRNA (siSlug) and scramble RNA (NC) at 48 h. *n* = 3 biological replicates. Scale bar, 25 μm. **(I)** Western blotting for K14, P-cadherin, p63 and Slug in HC11 cells treated with scramble RNA, p63 siRNA, Slug siRNA, or p63 siRNA and Slug siRNA at 48 h. β-Actin was used as a loading control. Statistical analysis the expression of K14/β-Actin, P-cadherin/β-Actin, p63/β-Actin and Slug/β-Actin. *n* = 3 biological replicates. Data were presented as means ± SD. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

In addition, we sought to test whether a defective paracrine basal-to-luminal cell signaling could result in the precocious alveolar differentiation. To test this idea, we have examined several genes expression of secreted proteins including *Spp1*, *Nrg1*, *Hgf*, and *Fgf2* in myoepithelial cells (Figure 7A). Interestingly, we did find that *Spp1*, which encodes a secreted protein, was markedly upregulated in myoepithelial cells in BMPR1a cKO mice (Figure 7A) and it was markedly upregulated in luminal cells during pregnancy (Figure 7B). It has been reported that overexpression of *Spp1* led to alveolar formation (Hubbard et al., 2013). Thus, the upregulation of *Spp1* could account for the precocious alveolar differentiation phenotype.

**FIGURE 7:**
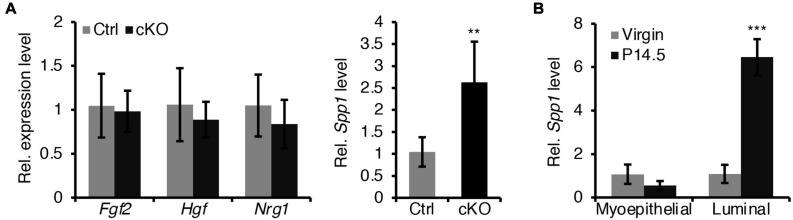
Loss of BMPR1a in myoepithelium resulted in an upregulation of *Spp1.* **(A)** qRT-PCR analysis of *Fgf2*, *Hgf*, *Nrg1*, and *Spp1* in sorted mammary myoepithelial cells from control and cKO mice at pregnancy day 14.5. *n* ≥ 4 biological replicates. **(B)** qRT-PCR analysis of *Spp1* in sorted myoepithelial and luminal cells from wild-type mice at virginal stage and pregnancy day 14.5 (P14.5). *n* ≥ 3 biological replicates. Data were presented as means ± SD. ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

## Discussion

In this study, we found that BMPR1a is upregulated by hormones at pregnancy, and BMPR1a regulates *p63* and *Slug* to promote expansion of the myoepithelial lineage and the repopulating capacity of mammary stem cells, and to restrict alveolar precocity, identifying a novel physiological role of BMP signaling in the mammary gland (Figure 8). It is interesting that BMPR1a is directly regulated by Sp1, mediating estrogen and progesterone activity. During pregnancy, progesterone induces PR^+^ cells to secrete TGFβ2, Wnt4, and Rspo1. Previous studies showed that TGFβ2 can upregulate Sp1 expression in myoepithelial cells (Desgrosellier et al., 2014). In addition, Wnt4- and Rspo1-mediated Wnt activation can stabilize Sp1 protein (Cai et al., 2014; Rajaram et al., 2015; Mir et al., 2018; Ataca et al., 2020). Given this, Sp1 mediates the regulation of estrogen and progesterone on BMPR1a in myoepithelial cells during pregnancy. Considering the importance of BMPR1a in determining myoepithelial cell fate and maintaining mammary stem cell activity, we proposed a model in which upon luminal hormone signal induced BMPR1a upregulation maintains myoepithelial cells in an undifferentiated state during pregnancy.

**FIGURE 8:**
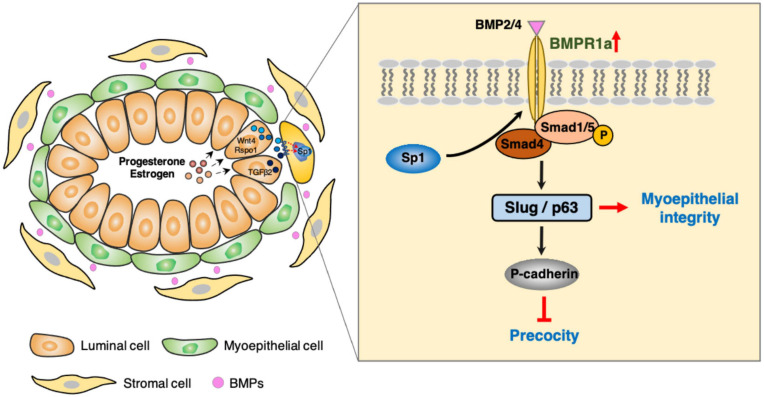
Working model of the role of BMPR1a in regulating mammary myoepithelial cells.

During pregnancy, alveolar epithelial cells largely expand in a stem cell-driving manner (Rios et al., 2014). The myoepithelial/basal cell layer is thought to be enriched with mammary stem cells and increases mammary stem cell activity during pregnancy (Asselin-Labat et al., 2010). Here, we observed that deletion of BMPR1a in myoepithelial cells resulted in a reduction in the CD24^+^CD29^*high*^ cell population and compromised repopulating capacity, which are similar to those observed in the mammary glands of p63 or Slug KO mice (Chakrabarti et al., 2014; Phillips et al., 2014). Previous studies have demonstrated that p63 and Slug maintain mammary stem cell activity and determine myoepithelial cell fate (Guo et al., 2012; Chakrabarti et al., 2014; Phillips et al., 2014). In line with these previous studies, our findings indicate that BMPR1a regulates p63 and Slug expression, which sustain mammary stem cells and myoepithelial integrity. In support of this notion, BMP4 promotes stem cell activity in MCF10A human mammary epithelial cells (Choi et al., 2019), while inhibition of BMP signaling leads to a reduction in the ALDH1^+^ stem cell population in HC11 mammary epithelial cells (Balboni et al., 2013). Thus, it appears that BMP signaling is important for maintaining mammary stem cell activity. A recent study showed that increased BMP signaling is involved in the conversion of luminal cells to luminal-derived basal cells (LdBCs) (Song et al., 2019) further supported the importance of BMP signaling in maintaining stemness of mammary stem cells. In addition to the influence of BMP signaling on mammary stem cells, we observed that deletion of BMPR1a in myoepithelial cells can cause a defective basal-to-luminal paracrine signaling, resulting in defective luminal cell differentiation. Thus, loss of BMPR1a could impair both the repopulating capacity of mammary stem cells and the differentiation of mammary epithelial cells derived from basal epithelial cells.

Mechanistically, BMP signaling regulates p63 and Slug expression via Smad4 and/or Smad1. It is worth noting that Smad1 is a specific transcription factor for BMP signaling, while Smad4 is a common regulator that mediates signaling pathways of BMP, activin and TGFβ (Shi and Massagué, 2003). It appears that the BMP, activin and TGFβ signaling pathways could interplay to regulate the expression of p63 and Slug, consequently governing mammary gland development and lobuloalveolar formation. It merits further investigation on the function of activin and TGFβ signaling pathways in myoepithelial cell lineage.

Another interesting finding is that BMPR1a loss in myoepithelial cells results in precocious alveolar differentiation and an enlarged lumen of alveoli at pregnancy. These findings demonstrate that myoepithelial BMP signaling appropriately sustains the luminal development process. The expression of myoepithelial P-cadherin is vital for maintaining the undifferentiated state of luminal cells to prevent precocity (Radice et al., 1997; Albergaria et al., 2011), and a reduction in P-cadherin expression was observed in BMPR1a cKO mice. In this study, we identified two downstream target genes of BMP signaling, p63 and Slug, which can induce P-cadherin expression (Shimomura et al., 2008; Idoux-Gillet et al., 2018). Thus, it appears that elevated BMPR1a prevents alveolar precocity via the BMPR1a/p63/P-cadherin and BMPR1a/Slug/*P*-cadherin pathways. In addition, the upregulation of Spp1 in myoepithelial cells of BMPR1a cKO mice could account for the precocious alveolar differentiation. In line with our findings, previous studies have shown that Smad4 and Slug inhibit the expression of *Spp1* in mice (Ding et al., 2011; Wei et al., 2020) and that Spp1 contributes to alveologenesis (Hubbard et al., 2013). It implies that Spp1 might be a downstream regulator of BMP signaling that can be secreted outside of myoepithelial cells and then promotes precocious alveolar formation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE164550.

## Ethics Statement

The animal study was reviewed and approved by the Regulations of Beijing Laboratory Animal Management and the Institutional Animal Care and Use Committee of China Agricultural University (SKLAB-2015-01-03).

## Author Contributions

ZY and CL designed the experiments. CS, PL, RL, XB, GL, XY, XS, and JX performed the experiments. CS and PL analyzed the data. CS and ZY wrote the manuscript. All the authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Hormone-Responsive BMP Signaling Expands Myoepithelial Cell Lineages and Prevents Alveolar Precocity in Mammary Gland
**Source:** Front Cell Dev Biol. 2021 Jul 15;9:691050. doi: 10.3389/fcell.2021.691050
**Supplement:** Supplementary file 1

### **Supplementary materials**

The supplementary materials include 4 supplementary tables and 7 supplementary Figures and Legends.

## Supplementary Figures :

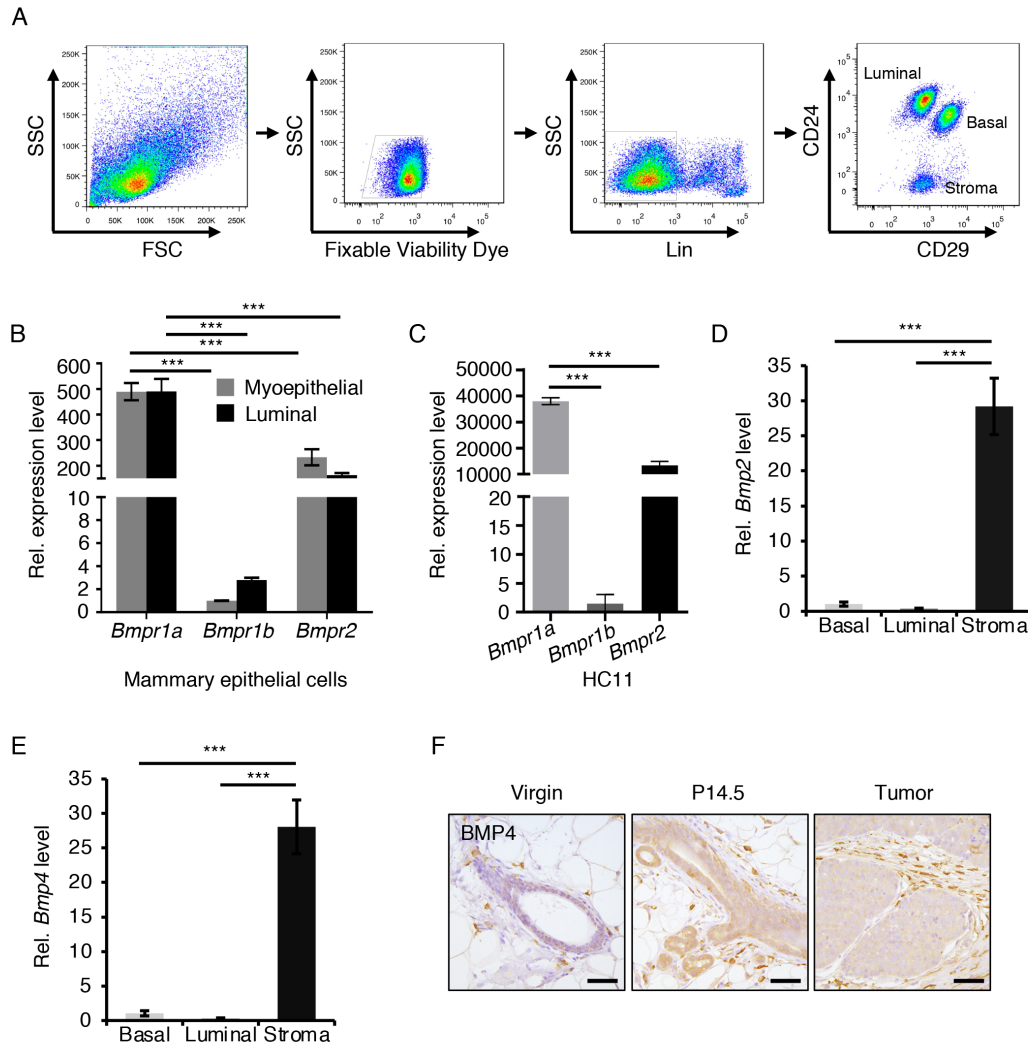

**Figure S1. The expression pattern of different BMP receptors and ligands in the mammary gland**

(A) Strategy for sorting myoepithelial, luminal and stromal cells from the mammary gland. Lin: CD45, CD31 and TER119. (B) qRT-PCR analysis of *Bmpr1a*, *Bmpr1b* and *Bmpr2* in sorted myoepithelial and luminal cells from wild-type mouse mammary glands at pregnancy day 14.5. n = 3-4 biological replicates. (C) qRT-PCR analysis of *Bmpr1a*, *Bmpr1b* and *Bmpr2* in HC11 mouse mammary epithelial cells. n = 3 biological replicates. (D) qRT-PCR analysis of *Bmp2* in sorted basal, luminal and stromal cells from wild-type mouse mammary glands at 10 weeks of age. n = 4 biological replicates. (E) qRT-PCR analysis of *Bmp4* in sorted basal, luminal and stromal cells from wild-type mouse mammary glands at 10 weeks of age. n = 3 biological replicates. (F) Immunohistochemistry staining for BMP4 in the mammary gland at virgin (n = 3) and pregnancy day 14.5 (P14.5) (n = 3). PyVT tumor section was used as a positive control. Scale bar, 50  $\mu$ m. Data were presented as means  $\pm$  SD. \*\*\*  $p < 0.001$ .

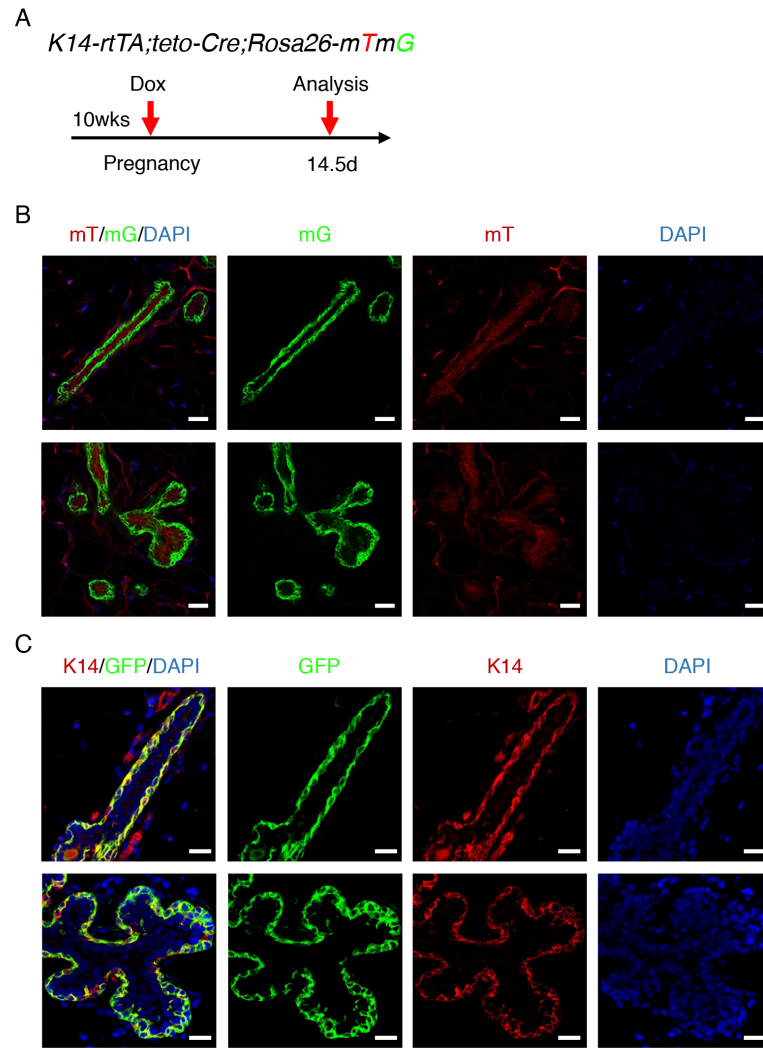

**Figure S2. Validation of the efficiency of Cre recombinase in mammary gland in the Dox inducible system using *K14-rtTA;teto-Cre;mTmG* mice**

(A) Strategy for Dox induction in *K14-rtTA;teto-Cre;mTmG* mice during pregnancy. (B) Confocal imaging of mT (red) and mG (green) in the mammary gland at pregnancy day 14.5. n = 3 mice. Scale bar, 25  $\mu$ m. (C) Immunofluorescence staining for K14 (red) and GFP (green) in mammary glands from *K14-rtTA;teto-Cre;mTmG* mice at pregnancy day 14.5. n = 3 mice. Scale bar, 25  $\mu$ m.

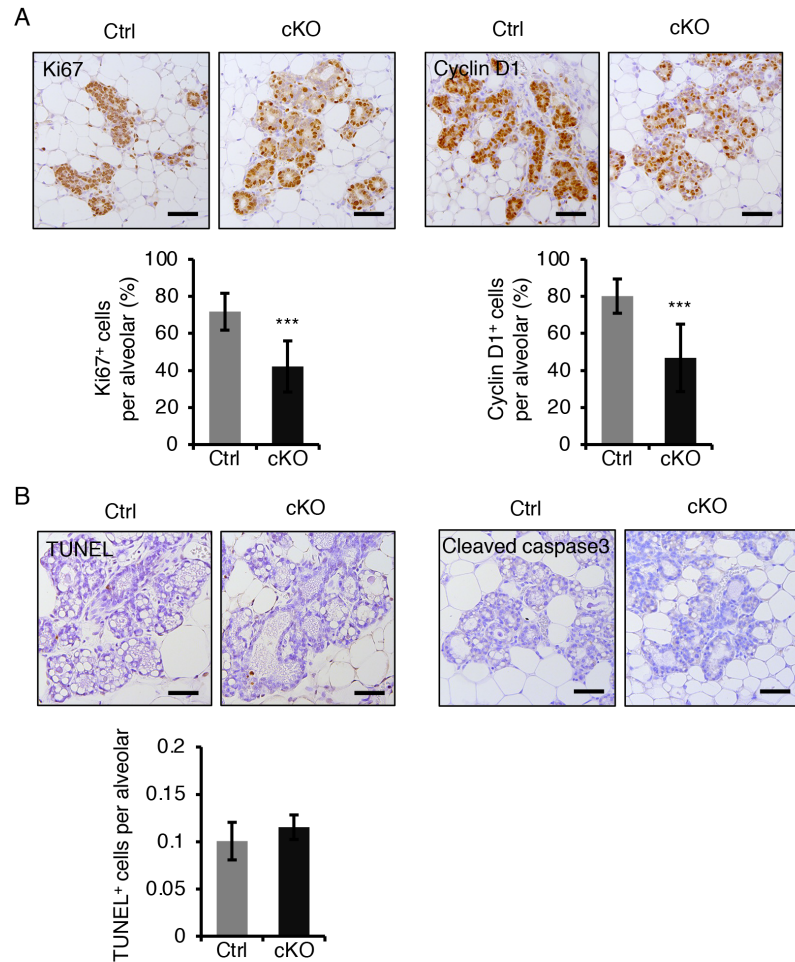

**Figure S3. Deletion of BMPR1a in the myoepithelium suppressed cell proliferation in the mammary epithelium**

(A) Immunohistochemistry staining for Ki67 and Cyclin D1 in control and cKO mammary glands at pregnancy day 14.5 and quantification of Ki67<sup>+</sup> and Cyclin D1<sup>+</sup> cells in alveoli.  $n = 3$  mice per group. Scale bar, 50  $\mu\text{m}$ . (B) TUNEL staining and immunohistochemistry staining for Cleaved caspase3 in control and cKO mammary glands at pregnancy day 18.5. Quantification of TUNEL<sup>+</sup> cells in per alveoli.  $n = 3$  mice per group. Scale bar, 50  $\mu\text{m}$ . Data were presented as means  $\pm$  SD. \*\*\*  $p < 0.001$ .

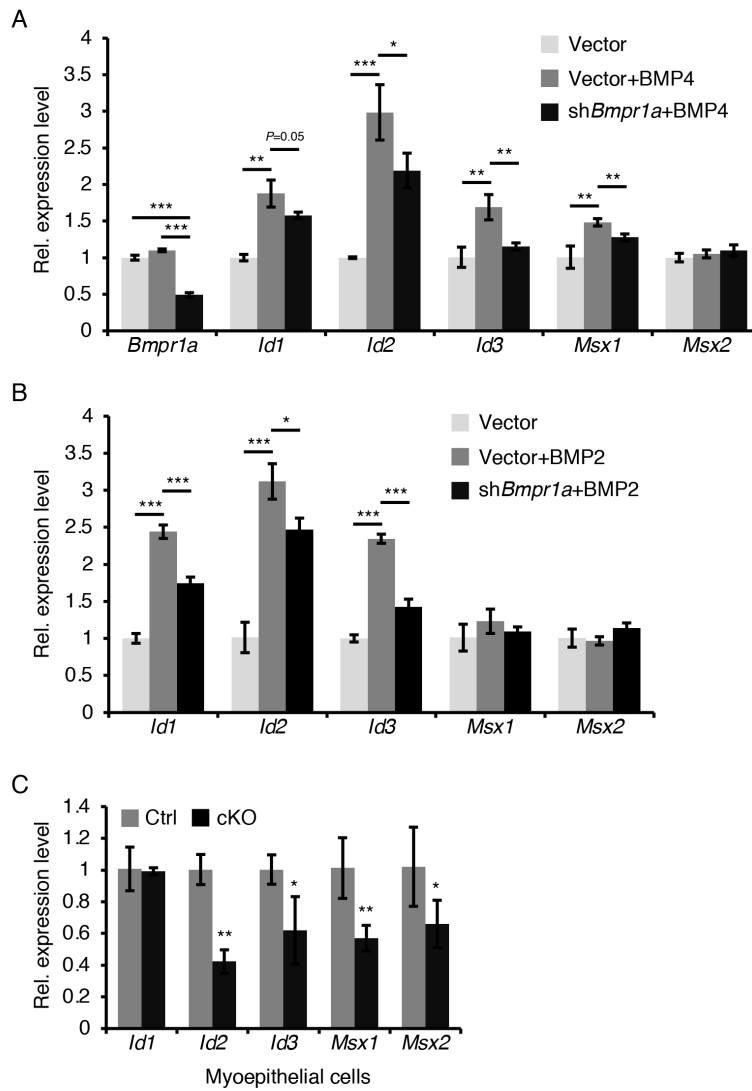

**Figure S4. Deletion of BMPR1a led to a reduction in the target genes of BMP signaling pathway in myoepithelial cells**

(A) Knockdown *Bmpr1a* expression in HC11 cells by shRNA, and then treated the control (Vector) and *Bmpr1a*-knockdown (sh*Bmpr1a*) cells with BMP4 (50 ng/mL) for 24 h. qRT-PCR analysis of *Bmpr1a*, *Id1*, *Id2*, *Id3*, *Msx1* and *Msx2* in the HC11 cells under indicated conditions. n = 3 biological replicates. (B) Knockdown *Bmpr1a* expression in HC11 cells by shRNA, and then treated the control (Vector) and *Bmpr1a*-knockdown (sh*Bmpr1a*) cells with BMP2 (50 ng/mL) for 24 h. qRT-PCR analysis of *Id1*, *Id2*, *Id3*, *Msx1* and *Msx2* in the HC11 cells under indicated conditions. n = 3 biological replicates. (C) qRT-PCR analysis of *Id1*, *Id2*, *Id3*, *Msx1* and *Msx2* in sorted mammary myoepithelial cells from control and cKO mice at pregnancy day 14.5. n ≥ 3 biological replicates. Data were presented as means ± SD. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001.

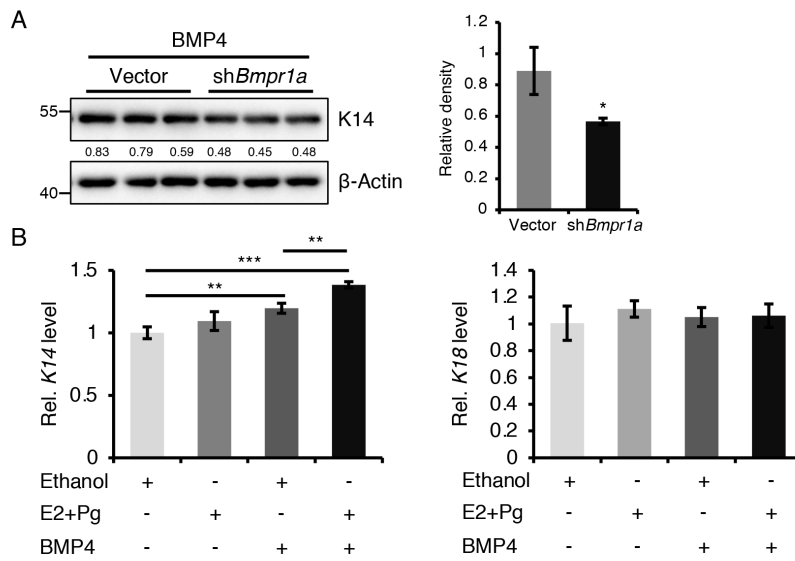

**Figure S5. BMP signaling maintained myoepithelial cell lineage in HC11 cells**  
**(A)** HC11 cells transfected with control (Vector) and *Bmpr1a* knockdown (sh*Bmpr1a*) plasmids, then treated with BMP4 (50 ng/mL) for 24 h, western blotting analysis of K14 in the HC11 cells under indicated conditions.  $\beta$ -Actin was used as a loading control. Statistical analysis the expression of K14/ $\beta$ -Actin.  $n = 3$  biological replicates. **(B)** HC11 cells were treated with E2 (10 nM) and Pg (100 nM) for 12 h, then stimulated with or without BMP4 (50 ng/mL) for 24 h, qRT-PCR analysis of *K14* and *K18* in the HC11 cells under indicated conditions.  $n = 3$  biological replicates. Data were presented as means  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

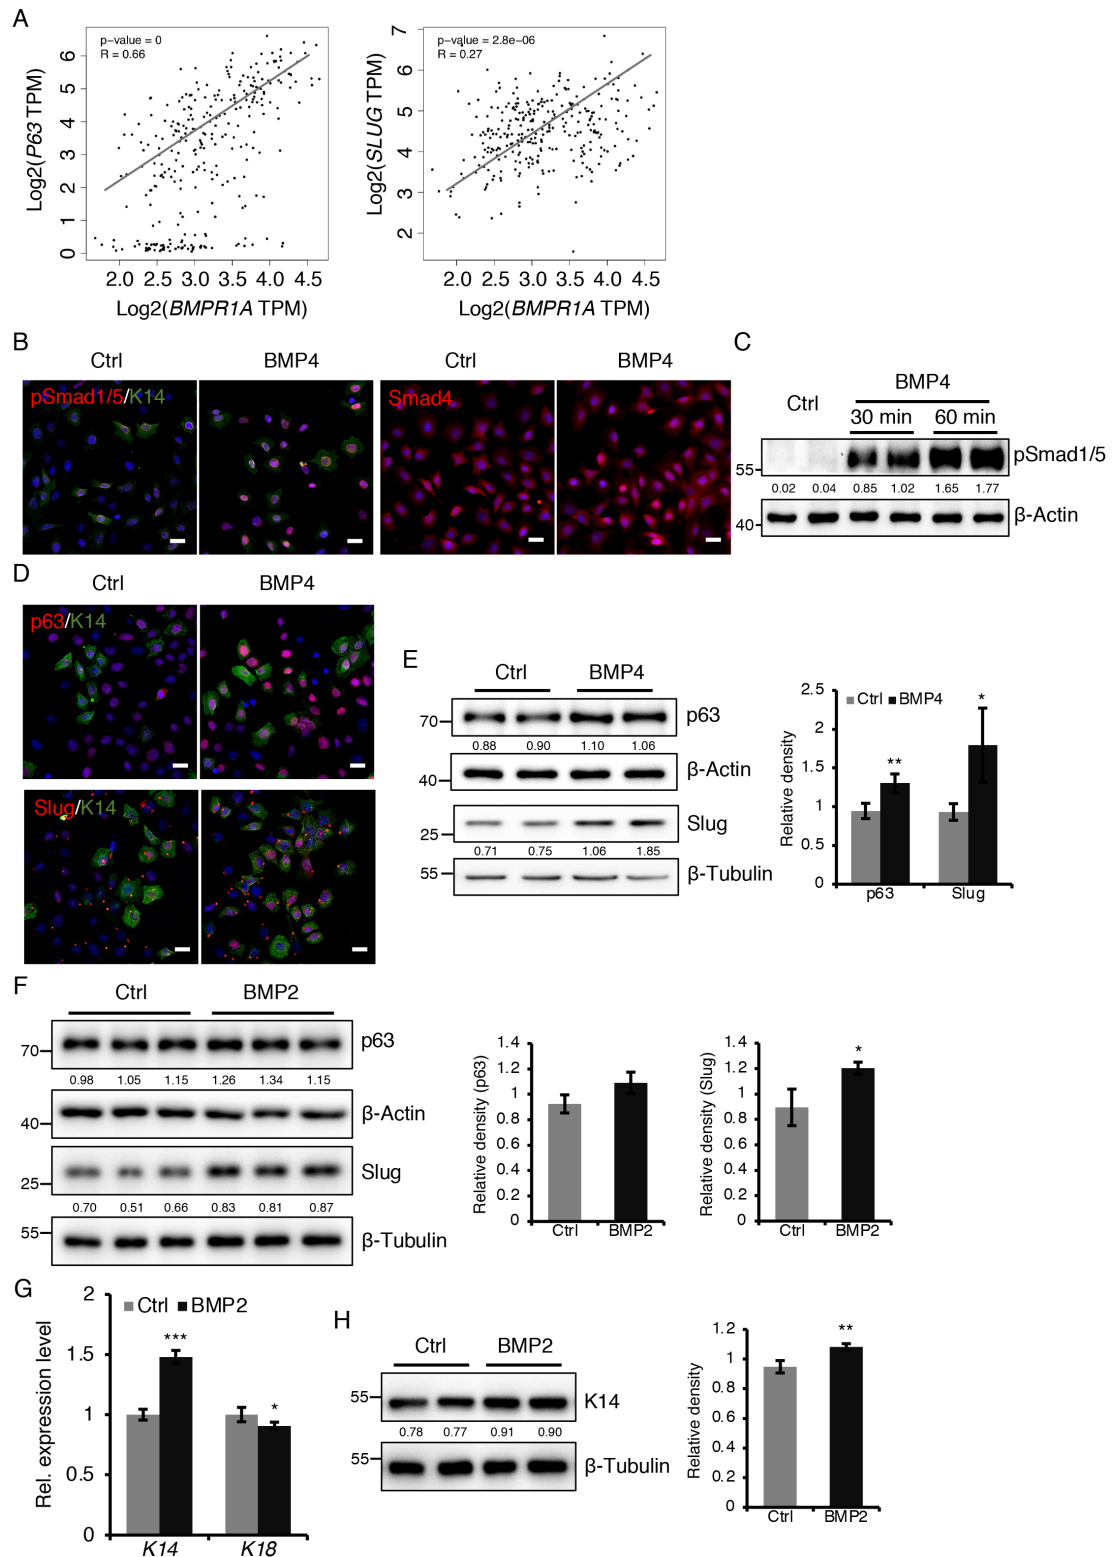

**Figure S6. Activated BMP signaling upregulated p63 and Slug expression**  
**(A)** Scatter plot showing the correlation between *BMPR1A* and *P63* or *BMPR1A* and *SLUG* expression in mammary glands from TCGA and GTEx data. Pearson's coefficient test was performed to assess statistical significance. **(B)** Immunofluorescence for pSmad1/5 (red), Smad4 (red) and K14 (green) in HC11 cells

treated with BMP4 (50 ng/mL) for 1 h.  $n = 3$  biological replicates. Scale bar, 25  $\mu\text{m}$ . **(C)** Western blotting for pSmad1/5 in HC11 cells treated with BMP4 (50 ng/mL) at the indicated time points.  $\beta$ -Actin was used as a loading control. **(D)** Immunofluorescence for p63 (red) or Slug (red) and K14 (green) in HC11 cells treated with BMP4 (50 ng/mL) for 24 h.  $n = 3$  biological replicates. Scale bar, 25  $\mu\text{m}$ . **(E)** Western blotting for p63 and Slug in HC11 cells treated with BMP4 (50 ng/mL) for 24 h.  $\beta$ -Actin and  $\beta$ -Tubulin were used as loading controls. Statistical analysis the expression of p63/ $\beta$ -Actin and Slug/ $\beta$ -Tubulin.  $n = 4$  biological replicates. **(F)** Western blotting for p63 and Slug in HC11 cells treated with BMP2 (50 ng/mL) for 24 h.  $\beta$ -Actin and  $\beta$ -Tubulin were used as loading controls. Statistical analysis the expression of p63/ $\beta$ -Actin and Slug/ $\beta$ -Tubulin.  $n = 3$  biological replicates. **(G)** qRT-PCR analysis of *K14* and *K18* in HC11 cells treated with BMP2 (50 ng/mL) for 24 h.  $n = 4$  biological replicates. **(H)** Western blotting for K14 in HC11 cells treated with BMP2 (50 ng/mL) for 24 h.  $\beta$ -Tubulin was used as a loading control. Statistical analysis the expression of K14/ $\beta$ -Tubulin.  $n = 4$  biological replicates. Data were presented as means  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

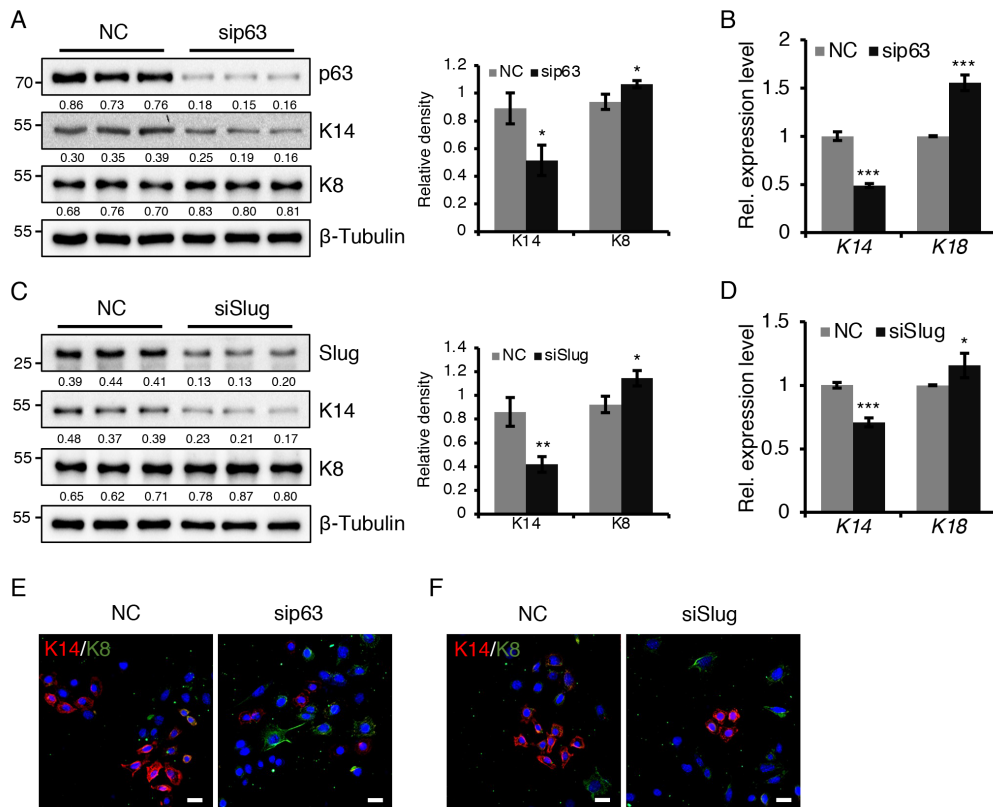

**Figure S7. Knockdown of p63 or Slug resulted in a reduction in K14<sup>+</sup> cells**

**(A)** Western blotting for p63, K14 and K8 in HC11 cells treated with p63 siRNA (sip63) and scramble RNA (NC) at 48 h.  $\beta$ -Tubulin was used as a loading control. Statistical analysis the expression of K14/ $\beta$ -Tubulin and K8/ $\beta$ -Tubulin.  $n = 3$  biological replicates. **(B)** qRT-PCR analysis of *K14* and *K18* in HC11 cells treated with p63 siRNA (sip63) and scramble RNA (NC) at 48 h.  $n = 3$  biological replicates. **(C)** Western blotting for Slug, K14 and K8 in HC11 cells treated with Slug siRNA (siSlug) and scramble RNA (NC) at 48 h.  $\beta$ -Tubulin was used as a loading control. Statistical analysis the expression of K14/ $\beta$ -Tubulin and K8/ $\beta$ -Tubulin.  $n = 3$  biological replicates. **(D)** qRT-PCR analysis of *K14* and *K18* in HC11 cells treated with Slug siRNA (siSlug) and scramble RNA (NC) at 48 h.  $n = 3$  biological replicates. **(E)** Immunofluorescence for K14/K8 in HC11 cells treated with p63 siRNA (sip63) and scramble RNA (NC) at 48 h. Scale bar, 25  $\mu\text{m}$ . **(F)** Immunofluorescence for K14/K8 in HC11 cells treated with Slug siRNA (siSlug) and scramble RNA (NC) at 48 h. Scale bar, 25  $\mu\text{m}$ .

(NC) at 48 h.  $\beta$ -Tubulin was used as a loading control. Statistical analysis the expression of K14/ $\beta$ -Tubulin and K8/ $\beta$ -Tubulin.  $n = 3$  biological replicates. **(D)** qRT-PCR analysis of *K14* and *K18* in HC11 cells treated with Slug siRNA (siSlug) and scramble RNA (NC) at 48 h.  $n = 3$  biological replicates. **(E)** Immunofluorescence staining for K14 (red) and K8 (green) in HC11 cells treated with p63 siRNA (sip63) and scramble RNA (NC) at 48 h.  $n = 3$  biological replicates. Scale bar, 25  $\mu$ m. **(F)** Immunofluorescence staining for K14 (red) and K8 (green) in HC11 cells treated with Slug siRNA (siSlug) and scramble RNA (NC) at 48 h.  $n = 3$  biological replicates. Scale bar, 25  $\mu$ m. Data were presented as means  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

**Supplementary Table 1.** Primers for genotyping

| <b>Gene</b>                            | <b>Sequences 5'-3'</b>    |
|----------------------------------------|---------------------------|
| <i>K14-rtTA</i> Forward                | CACGATACACCTGACTAGCTGGGTG |
| <i>K14-rtTA</i> Reverse                | CATCACCCACAGGCTAGCGCCAACT |
| <i>teto-Cre</i> control Forward        | CTAGGCCACAGAATTGAAAGATCT  |
| <i>teto-Cre</i> control Reverse        | GTAGGTGGAAATTCTAGCATCATCC |
| <i>teto-Cre</i> trans Forward          | GCGGTCTGGCAGTAAAACTATC    |
| <i>teto-Cre</i> trans Reverse          | GTGAAACAGCATTGCTGTCACTT   |
| <i>Bmpr1a</i> <sup>fllox</sup> Forward | GCAGCTGCTGCTGCAGCCTCC     |
| <i>Bmpr1a</i> <sup>fllox</sup> Reverse | TGGCTACAATTTGTCTCATGC     |
| <i>mTmG</i> -1                         | CTCTGCTGCCTCCTGGCTTCT     |
| <i>mTmG</i> -2                         | CGAGGCGGATCACAAGCAATA     |
| <i>mTmG</i> -3                         | TCAATGGGCGGGGGTCGTT       |

**Supplementary Table 2.** siRNA/shRNA sequences

| <b>siRNA/shRNA</b> | <b>Sequence sense 5'-3'</b> |
|--------------------|-----------------------------|
| NC                 | UUCUCCGAACGUGUCACGUTT       |
| sip63              | AUCGAUGCCGUGCGCUUUATT       |
| siSlug             | GGAGCAUACAGCCCUAUUATT       |
| sh <i>Bmpr1a</i>   | GCTGTCTGTATAGTTGCTATG       |

**Supplementary Table 3.** qRT-PCR primer sequences

| <b>Gene</b>     | <b>Forward 5'-3'</b>    | <b>Reverse 5'-3'</b>    |
|-----------------|-------------------------|-------------------------|
| <i>Bmpr1a</i>   | AACAGCGATGAATGTCTTCGAG  | GTCTGGAGGCTGGATTATGGG   |
| <i>Bmpr1b</i>   | CCCTCGGCCCAAGATCCTA     | CAACAGGCATTCCAGAGTCATC  |
| <i>Bmpr2</i>    | TTGGGATAGGTGAGAGTCGAAT  | TGTTTCACAAGATTGATGTCCCC |
| <i>Bmp2</i>     | GGGACCCGCTGTCTTCTAGT    | TCAACTCAAATTCGCTGAGGAC  |
| <i>Bmp4</i>     | TTCCTGGTAACCGAATGCTGA   | CCTGAATCTCGGCGACTTTTT   |
| <i>Wap</i>      | CGCTCAGAACCTAGAGGAACA   | CGGGTCCTACCACAGGAAAC    |
| <i>Lalba</i>    | ATTCGTTCTTTGTTCCTGGT    | TGCCTTGATAGCCATCTATGTCT |
| <i>Csn2</i>     | GGCACAGGTTGTTCAGGCTT    | AAGGAAGGGTGCTACTTGCTG   |
| <i>Elf5</i>     | ATGTTGGACTCCGTAACCCAT   | GCAGGGTAGTAGTCTTCATTGCT |
| <i>Tnfrsf11</i> | CAGCATCGCTCTGTTCTGTGA   | CTGCGTTTTTCATGGAGTCTCA  |
| <i>Src</i>      | GAACCCGAGAGGGACCTTC     | GAGGCAGTAGGCACCTTTTGT   |
| <i>Socs-1</i>   | CTGCGGCTTCTATTGGGGAC    | AAAAGGCAGTCGAAGGTCTCG   |
| <i>Socs-2</i>   | AGTTCGCATTCAGACTACCTACT | TGGTACTCAATCCGCAGGTTAG  |
| <i>Id1</i>      | CCTAGCTGTTTCGCTGAAGGC   | CTCCGACAGACCAAGTACCAC   |
| <i>Id2</i>      | ATGAAAGCCTTCAGTCCGGTG   | AGCAGACTCATCGGGTCGT     |
| <i>Id3</i>      | CTGTCGGAACGTAGCCTGG     | GTGGTTCATGTCGTCCAAGAG   |
| <i>Msx1</i>     | TGCTGCTATGACTTCTTTGCC   | GCTTCCTGTGATCGGCCAT     |
| <i>Msx2</i>     | CAAGAAGCCGCCCAAGGAAT    | TGCTCCGTCTTCGGAATTTTC   |
| <i>p63</i>      | CTGTACTGCCAGATTGCGAA    | CTCATTGAACTCACGGCTCA    |
| <i>ΔNp63</i>    | GGAAAACAATGCCCAGACTC    | GTGGAATACGTCCAGGTGGC    |

---

|                 |                         |                          |
|-----------------|-------------------------|--------------------------|
| <i>TAp63</i>    | TTACAGATCTGCCATGTCGC    | CCCAGATATGCTGGAAGACC     |
| <i>Slug</i>     | TGGTCAAGAAACATTTCAACGCC | GGTGAGGATCTCTGGTTTTGGTA  |
| <i>K14</i>      | CCTCTGGCTCTCAGTCATCC    | GAGACCACCTTGCCATCG       |
| <i>K18</i>      | AAGGTCTGGAAGCCCAGATT    | CTTGGTGGTGACAACTGTGG     |
| <i>Cdh3</i>     | CTGGAGCCGAGCCAAGTTC     | GGAGTGCATCGCATCCTTCC     |
| <i>Itgb3</i>    | CCACACGAGGCGTGAAGTC     | CTTCAGGTTACATCGGGGTGA    |
| <i>Adamts18</i> | TGTCGTGCCAGTAGAAGTGG    | AGCACCGTCCTTTCCAAGTA     |
| <i>Cdh2</i>     | TTACAGCTACCTGCCACTTTTC  | CCAGCAGATTTCAAGGTGGAC    |
| <i>Tspan8</i>   | TCTGGGTATGTGGTACACTGAT  | AGGGGTTCGTGCTAGAGTCTC    |
| <i>Lgr5</i>     | CGGGACCTTGAAGATTTCT     | GATTCGGATCAGCCAGCTAC     |
| <i>Procr</i>    | AATGCCTACAACCGGACTCG    | ACCAGTGATGTGTAAGAGCGA    |
| <i>Cd44</i>     | CACCATTGCCTCAACTGTGC    | TTGTGGGCTCCTGAGTCTGA     |
| <i>Spp1</i>     | TCCCTCGATGTCATCCCTGTTG  | GGCACTCTCCTGGCTCTCTTTG   |
| <i>Fgf2</i>     | GCGACCCACACGTCAAACCTA   | TCCCTTGATAGACACAACTCCTC  |
| <i>Hgf</i>      | ATGTGGGGGACCAAACCTTCTG  | GGATGGCGACATGAAGCAG      |
| <i>Nrg1</i>     | ATGGAGATTTATCCCCCAGACA  | GTTGAGGCACCCTCTGAGAC     |
| <i>Gapdh</i>    | TCCCACTCTTCCACCTTCGATGC | GGGTCTGGGATGGAAATTGTGAGG |

---

**Supplementary Table 4.** Primer sequences for ChIP qPCR

| <b>Gene</b>                         | <b>Sequences 5'-3'</b> |
|-------------------------------------|------------------------|
| <i>Slug</i> -promoter Smad1 Forward | TGTCATCAGCCGGTGGACTTC  |
| <i>Slug</i> -promoter Smad1 Reverse | ACCTGTGTGTTCCAGATTGTGC |
| <i>Slug</i> -promoter Smad4 Forward | TAGACCTGCTGTGGCAGC     |
| <i>Slug</i> -promoter Smad4 Reverse | CCCTAGTGGCCAGAGAGTC    |
| <i>p63</i> -promoter Smad4 Forward  | AACAACCTTCGTGTCCTGCCTG |
| <i>p63</i> -promoter Smad4 Reverse  | CATAAGAAAGTGCACTCTGTCC |

How the deposited data were processed for this re-analysis (not part of the article)

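Mammary epithelial cells of 4 control and 4 Bmpr1a cKO mice at pregnancy day 14.5 were profiled by RNA-seq, with 1 library per mouse. The authors prepared the libraries with a NEBNext Ultra kit, checked the reads with FastQC, mapped them to GRCm38 with Hisat2, calculated FPKM and tested for differential expression with DESeq2 at p under 0.05. The paper's text does not name the read counter, the annotation release or an adjustment of p. The deposited table holds FPKM for 55933 genes in 8 columns, with the name, coordinates and length of each gene. Columns were matched to mice by the names in the sample labels, which use wild type where the paper writes control.

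The deposited FPKM were checked before use. Each value multiplied by the gene length was a whole multiple of a step that is constant within a library, for 100% of the values above 0 (tolerance 0.01 of a read), which gives the reads on each gene. The library size behind each step equalled the geometric mean library total times the median-of-ratios size factor over the 19210 genes with reads in all 8 libraries. The authors' FPKM therefore already include size factors, and scaling by median-of-ratios again hardly moves them. Of the gene identifiers, 55394 are in GENCODE vM21, and 99.68% of these have the same coordinates there, so coordinates are GRCm38. Strand-specific counting is not stated, so genes with overlapping exons are named as such.

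FPKM are not counts, so differences were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with trend, Benjamini-Hochberg adjustment) for the 15143 genes with a mean FPKM of at least 0.5 over the 8 libraries. Panel scores are the mean of log2(FPKM + 1) over a panel's genes in each library, and groups were compared by an exact two-sided permutation test of the difference of means, for which 4 libraries against 4 allow no p under 0.0286. The 110 genes of the panels and single-gene lists were fixed before the data were examined, from the paper's figures and from marker lists, and all 110 have a value in the table. Genes named in the text are these genes and the 10 others with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between the groups. Where 2 table entries share a gene name, the one with the higher mean was used. Python 3.11.15, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for the other steps.

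The replicate numbers of the 2 groups come from the sample labels. The paper states that littermates were used as controls, but neither it nor the labels say which mice share a litter. Libraries deviate together by the sets of replicates 1 and 2 and replicates 3 and 4, with a mean correlation over genes of 0.12 within a set and -0.12 across sets, and not by number within a set (0.111 for the same number, 0.13 for different numbers). The replicate number was the block planned before the data were examined, and the block by sets was added after.

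The procedure was tested on simulated data, in 10 draws of reads for the real genes with the real library sizes, a dispersion of 0.02 and 200 changed genes per draw. Over the 15100 to 15165 genes tested per draw, limma on log2(FPKM + 1) recovered 71.4% of the changed genes and 93.8% of those changed by 2-fold or more, and 6.85% of its calls were unchanged genes. With the replicate block it recovered 67.5%, with 10.6% of calls unchanged. On recovered reads, limma-voom recovered 81.6%, with 4.1% of calls unchanged. Every gene had the same dispersion in these draws, and only genes with a mean FPKM of at least 1 were changed. The draws held no GC trend, no replicate sets and no pairing, unlike the real libraries. The rates therefore need not hold for the real data, and those of the replicate block were measured where no block effect existed.

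Alternatives set before the data were examined were a pseudocount of 0.1, a second median-of-ratios scaling, scaling to the same sum per library (TPM) with and without the milk genes in the sum, the replicate block, each library left out in turn, no filter on low values, a mean FPKM of at least 1, empirical Bayes without trend, and protein-coding genes alone. Alternatives added after the values were seen were library totals in place of size factors, limma-voom on recovered reads with and without the replicate block, a block of replicates 1 and 2 against 3 and 4, and the removal of each library's GC or gene length trend with and without the replicate block. GC content was known for 98.57% of the genes tested, from the longest transcript of each gene.

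Reads on genes ranged from 16123108 to 19896988 per library. Counting error is small at this depth except for genes with few reads, and the number of mice limits the precision of the group means. Staining, western blots, qRT-PCR, flow cytometry, promoter assays and patient data in the paper were not analysed here.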

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

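All tests of explanations in this part were chosen after the results were seen. Among 134 groups of 4 libraries, 6 had a library far from the other 3, where chance gives about 6.7, so these 6 carry no weight as a pattern.

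In cKO replicate 4, Wap was 323 FPKM against 128, 146 and 148 in the other cKO libraries. Of the 9 other milk genes, 8 were highest in the same library, so this library may hold more milk gene RNA in general, by the stage of the gland or by the cells collected, which no table here separates. Csn1s2b was 0.687 FPKM in control replicate 3 against 0.352 to 0.380 in the other control libraries. The reads were 26, 28, 49 and 29, with a chi-square test over reads of p = 0.00508. The gene was picked for this uneven value among 134 groups, and the p is not corrected for that, so counting error stays open. Bmpr1b was 0.620 FPKM in control replicate 2 against 0.420 to 0.436, and its 45, 64, 43 and 47 reads vary no more than counting error may give (chi-square test over reads, p = 0.111). No biological explanation was tested for these genes within the control group.

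Mir7655 was 0.995 FPKM in control replicate 1 and Mir103-2 was 0.671 FPKM in control replicate 2, each against 0 in the other control libraries. Both values stand for a single read on a gene of 58 or 86 bases. Control replicate 4 had 18778823 (1.87788e+07) reads on genes against 16456480 to 16642619 in the other control libraries, a difference in depth that the size factors cover.

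The paper does not discuss the 10 genes with the largest absolute log2 fold changes outside its own genes and the marker lists. Lao1 rose from 5.11 ± 2.16 to 66.4 ± 36.0 FPKM, Glycam1 from 423 ± 197 to 1906 ± 645, Fabp3 from 165 ± 54.0 to 749 ± 294, Sftpd from 2.52 ± 0.469 to 11.1 ± 4.50, Gldc from 1.94 ± 0.446 to 8.96 ± 3.79 and Arg2 from 10.0 ± 1.04 to 23.5 ± 4.07 (SD, n = 4 each, control to cKO). Their log2 fold changes ran from 1.14 for Arg2 to 3.40 for Lao1. Fabp3-ps1, a processed pseudogene of Fabp3, rose from 3.56 ± 1.08 to 18.7 ± 9.31 FPKM. Its reads were 0.768% to 1.54% of those of Fabp3 in every library, a share that did not differ between the groups (exact permutation test, p = 0.514), so its rise may come from Fabp3 reads placed on it.

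Mir7655 had a cKO mean of 2.43 FPKM and Mir103-2 one of 2.18 FPKM. These 2 genes had at most 3 reads in every control library and at most 5 in every cKO library, so their fold changes cannot be told apart from the placement of a few reads. The 1 gene of the 10 that fell is an unnamed transcript that the deposited table places on a patch sequence of the assembly, at 4.11 ± 1.11 FPKM in control and 0.996 ± 0.642 in cKO libraries (SD, n = 4 each). It has no GC value, and its strain or haplotype origin was not tested.

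After each library's GC trend was removed, 10 of the 10 genes still had an adjusted p under 0.05. The correction moved the log2 fold changes of those with a GC value by a median of 1.02% and by at most 0.12. With the replicate block, 6 of the 10 had an adjusted p under 0.05, and without control replicate 4, 0 of the 10 did, while all 10 kept an unadjusted p under 0.05 in both fits. For Lao1, Glycam1, Fabp3, Sftpd, Gldc and Arg2 few reads are not the reason, and reads on genes did not differ between the groups (exact permutation test, p = 0.6). After the GC trend was removed, their log2 fold changes were 3.41, 2.21, 2.17, 1.72, 1.70 and 1.12, in the order named. A GC trend across genes was thus too small at these 6 genes to give their rise, which argues against GC bias for them. The mix of cells in each library remains open for these 6 genes beside a change with the condition.

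Mitochondrial genes took 1.87% ± 0.0464 of the reads in control libraries and 2.24% ± 0.0889 in cKO libraries (SD, n = 4 each), with no overlap (exact permutation test, two-sided, p = 0.0286). A list of 15 nuclear respiratory chain genes showed no clear rise with them, although 4 libraries against 4 cannot exclude a small one. Its mean log2(FPKM + 1) differed by 0.074 (exact permutation test, p = 0.371, Benjamini-Hochberg adjusted p = 0.371 over 6 lists, higher in 3 of 4 same-numbered pairs). Depth did not differ between the groups (p = 0.6, exact permutation test). The larger mitochondrial share may reflect the cells or the handling of the cKO preparations, which these libraries cannot separate.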

How the results depend on the processing

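The number of genes with an unadjusted p under 0.05 was 2480 and stayed within 1.5 times of this under every alternative run, from 2047 to 3389. The number with an adjusted p under 0.05 did not. It was 135, and became 50 with the replicate block (3124 at an unadjusted p under 0.05), 10 with no filter on low values and 266 with protein-coding genes alone. Under alternatives chosen after seeing the data it was 252 with limma-voom on recovered reads, 680 with limma-voom and the replicate block, 442 with a block of replicates 1 and 2 against 3 and 4, 17 with the GC trend removed and the replicate block, and 56 with the gene length trend removed and the replicate block. It ran from 0 to 78 across the 8 fits that each left out one library (2047 to 2515 genes at an unadjusted p under 0.05). Of the 135 genes, 37 were among the 50 of the replicate block, 135 among the 442 and 126 among the 252. The cause was not tested.

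The share of higher against lower genes moved with the scaling. At an unadjusted p under 0.05, 54% of the genes were higher in cKO with the deposited scaling, 32.1% when each library was scaled to the same sum of FPKM (TPM), 41.7% when the milk genes were left out of that sum, and 32.5% with library totals. The median log2 fold change of all genes moved from 7e-04 to -0.056, -0.030 and -0.046, less than 0.1 each time. A second median-of-ratios scaling, at 51.6%, could hardly move the values.

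The milk gene panel stayed higher and the myoepithelial gene panel stayed lower under every alternative run for the panels, from 0.86 to 1.10 and from -0.56 to -0.38. The replicate block cannot move a panel difference, since with 4 full pairs the mean paired difference equals the difference of the group means. It changes only the test, and the milk (1.02), myoepithelial (-0.43), adipocyte (0.62) and immune (-0.59) panel scores could then reach no p under 0.125. The endothelial panel differed by -0.25 (exact permutation test, p = 0.0857, adjusted p = 0.171 over the 10 panels, higher in 0 of 4 same-numbered pairs). With 1 library left out, the adipocyte panel ran from 0.48 to 0.74, the immune panel from -0.72 to -0.42 and the endothelial panel from -0.33 to -0.17, and some of these fits crossed the threshold. The BMP target panel fell by 0.22 with an exact permutation p of 0.0286 in TPM, against -0.14 with the deposited scaling. The luminal and proliferation panels, both near 0, changed sign. The luminal panel ran from -0.087 to 0.028 with 1 library left out. The proliferation panel score, at 0.019, was -0.0341 in TPM, -0.00688 without the milk genes in the sum and -0.030 with library totals, and ran from -0.098 to 0.18 with 1 library left out. For the panels that changed, the cause was not tested.

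Among the single genes followed one by one, those that changed sign were all within 0.06 of 0 on the log2 scale. In TPM, Bmpr2 was -0.011, Stat5a -0.022, Socs2 -0.041 and Smad5 -0.022. Without the milk genes in the sum, Socs2 was -0.013. With library totals, Bmpr2 was -0.0083, Stat5a -0.019, Socs2 -0.036 and Smad5 -0.019. With the GC trend removed, with or without the replicate block, Bmpr2 was -0.012, Src 0.050 and Socs2 -0.0073. With 1 library left out, Bmpr2 ran from -0.041 to 0.10, Stat5a from -0.013 to 0.11, Src from -0.029 to 0.034, Socs2 from -0.060 to 0.071, Hgf from -0.12 to 0.0085, Fgf2 from -0.11 to 0.014 and Smad5 from -0.0077 to 0.076. The cause was not tested.

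The rule for named genes covers every gene of the marker lists. After the values were seen, the marker genes with an unadjusted p of at least 0.05, apart from Krt17, were reported through their panels and not one by one, which departs from that rule. Of these 48, 18 changed sign under at least 1 alternative, with 71 sign changes in all and log2 fold changes of at most 0.196 in size, and 0 had an adjusted p and 16 an unadjusted p under 0.05 under at least 1 alternative. Krt17 had an adjusted p under 0.05 under 2 alternatives. Of the 65 single genes followed one by one, 9 lost an adjusted p under 0.05 and 3 gained one with the replicate block, 18 lost one with no filter on low values, and 20 gained and 2 lost one with limma-voom and the replicate block.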

Differences from the paper's values

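The paper's text states no RNA-seq value that can be set beside these. The paper lists Lalba among the genes that rose in the cKO mice (Fig. 3E). Its log2 fold change here was 0.84, with overlapping groups and an adjusted p from limma of 0.419, and its unadjusted p was 0.107. Of the alternatives set before the data were examined, leaving out cKO replicate 3 brought the unadjusted p of Lalba to 0.00536, and no other did so under 0.05. With limma-voom on recovered reads and the replicate block, chosen after seeing the values, it was 0.0309. The adjusted p of Lalba ran from 0.123 to 0.642 over all alternatives.

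The heatmap of Fig. 3E and the deposited table order the cKO mice differently. In the table, Wap is highest in cKO replicate 4 and Lalba is highest in cKO replicate 1 and lowest in cKO replicate 3. The figure shows the highest Wap in its cKO column 1, the highest Lalba in its cKO column 2 and the lowest Lalba in its cKO column 4, read by eye from the colors.

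The paper reports by qRT-PCR of isolated mammary epithelial cells that Src and Tnfsf11 rose and that Socs-2 fell (Fig. 3H). In the RNA-seq values Src had a log2 fold change of -0.0029 and Socs2 one of 0.018 (adjusted p from limma of 0.987 and 0.951). No alternative gave either gene an unadjusted p under 0.05. Socs2 was below 0 in TPM, at -0.041, in TPM without the milk genes in the sum, at -0.013, and in some fits with 1 library left out. It was also below 0 with library totals, at -0.036, and with the GC trend removed, at -0.0073, which were chosen after seeing the values. Src was above 0 in some fits with 1 library left out, at most 0.034, and with the GC trend removed, chosen after seeing the values, at 0.050. Tnfsf11 had a log2 fold change of 0.33 with overlapping groups (adjusted p = 0.465 from limma), and its unadjusted p was under 0.05 without control replicate 4 (0.0294) and without cKO replicate 3 (0.0475), and under no other alternative run.

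Fig. 5A shows Lgr5 lower in the cKO mice. It was under the filter on low values here, and with no filter its unadjusted p from limma was 0.0183 and its adjusted p 0.339.

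The paper states that BMPR1a was efficiently deleted in the myoepithelium, from the protein of isolated mammary epithelial cells (Fig. 2B). The RNA of Bmpr1a had a log2 fold change of 0.13 in the libraries labelled cKO (adjusted p = 0.56 from limma), and it was above 0 under every alternative run, from 0.066 to 0.19. Its unadjusted p was 0.052 with the replicate block. Under alternatives chosen after seeing the values it was 0.0376 with a block of replicates 1 and 2 against 3 and 4 and 0.0494 with limma-voom and the replicate block, and the adjusted p ran from 0.203 to 0.848 over all alternatives.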

Other observations

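All tests of explanations in this part were chosen after the results were seen.

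Of the 35 splits of the 8 libraries into groups of 4, 8 part all 4 same-numbered pairs, as the real split does. Among these 8, the real split was the 1 with the most genes at an adjusted p under 0.05 and the 1 with the most at an unadjusted p under 0.05. The other 7 gave at most 2 and 743 genes, against 135 and 2480. With 8 splits the share cannot fall under 0.05, so chance cannot be excluded by this count. Over all 35 splits, 1 other gave more genes, the split of replicates 1 and 2 of both groups against replicates 3 and 4, with 148 genes at an adjusted p and 2910 at an unadjusted p under 0.05. The remaining splits gave at most 4 and 1508 genes.

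The groups had no overlap in 1620 of the genes tested, or 10.7%, where chance gives 2.86%. Of the 135 genes, 104 were still called after each library's GC trend was removed and 114 with library totals in place of size factors, both without the replicate block. With the replicate block 37 of the 135 were called, and 12 with the GC trend removed as well. After the gene length trend was removed, 125 were still called, or 42 with the replicate block. The condition differences had hardly a length trend to remove, with a Spearman correlation of 0.019 across genes, which are not independent replicates, against -0.193 with GC content. A length bias would show as a length trend, so these values argue against gene length as the source of the 125 calls. Reads on genes did not differ between the groups (exact permutation test, p = 0.6).

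Replicates 1 and 2 differed from replicates 3 and 4 in both groups, and none of the 148 genes of that split was among the 135 called for the condition. The paper and the labels give no batch. Across genes, which are not independent replicates, the difference between replicates 3 and 4 and replicates 1 and 2 had a Spearman correlation of 0.375 with GC content and -0.325 with gene length. With each library's GC trend removed, 0 genes had an adjusted p under 0.05 (2370 at an unadjusted p under 0.05). With the gene length trend removed, 8 did. Depth did not differ (exact permutation test, p = 0.657). A difference in library preparation or RNA quality that acts through GC content and length is a candidate explanation. As each set holds 2 control and 2 cKO libraries, it does not run along the condition, and with these sets as a block the number of adjusted calls for the condition was 442. Of the 10 panels, the basal marker and luminal marker panels were higher in replicates 3 and 4, by 0.27 and 0.23 (exact permutation test, p = 0.0286 for each, the smallest that 4 against 4 allow). The other panels had a p from 0.114 to 0.914 in this test, and these p are not adjusted over the panels.

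The 11 genes of Fig. 5A fell, and the paper does not state how they were chosen. A panel of 12 other basal markers, mostly contractile and cytoskeletal, had a difference of 0.089 (exact permutation test, p = 0.514, higher in 3 of 4 same-numbered pairs), and it stayed above 0 under every alternative run for it, from 0.011 to 0.16. Much of this came from Oxtr, and the other 11 markers had a difference of 0.020 (exact permutation test, p = 0.914, higher in 2 of 4 same-numbered pairs), with 3 of the 11 lower in cKO. Krt17, a basal keratin, was 1 of these 3, with a log2 fold change of -0.35 and overlapping groups (adjusted p = 0.32 from limma). Its adjusted p ran from 0.0155 to 0.547 over the alternatives and was 0.0642 with the replicate block. Under alternatives chosen after seeing the values it was 0.0498 with a block of replicates 1 and 2 against 3 and 4 and 0.0155 with limma-voom and the replicate block. Myh11 and Myl9 made up the rest of the 3, at -0.085 and -0.054 (adjusted p from limma of 0.797 and 0.919). Krt5 was at 0.024 and Acta2 at 0.21 (adjusted p from limma of 0.941 and 0.607). The panel thus showed no general fall of basal RNA, while the paper's flow cytometry found fewer myoepithelial cells (Figs. 4A,B). Krt17 and Krt14 were lower and Oxtr higher, so the fall of the 11 genes cannot be told apart from fewer cells of some basal kinds. With the fibroblast panel score as a covariate the fall was -0.42, and with the GC trend removed it was -0.45 over the 10 genes tested, against -0.44 without. The fibroblast score hardly moved it, so that step does not decide on stromal RNA. The endothelial panel score, which differed by -0.25, was not tried as a covariate. Of its 7 genes, only Vwf had no overlap, with a log2 fold change of -0.46 (adjusted p = 0.0268 from limma). Less endothelial RNA thus remains open as a part of the fall. The paper also measured Procr in sorted myoepithelial cells (Fig. 5B), but its text does not name Procr among the genes that fell there. The GC correction moved 5 of the 10 genes by over 5%, such as Krt14 from -0.39 to -0.35 and Cd44 from -0.28 to -0.31. All 10 stayed lower in cKO with an unadjusted p under 0.05 from limma. These values argue against a GC trend as the source of the fall. A change in the state of the basal cells also remains open. Oxtr, 1 of the 12 basal markers, rose from 2.62 ± 0.329 to 5.65 ± 1.71 FPKM with no overlap (SD, n = 4 each), a log2 fold change of 0.85 (adjusted p = 0.0644 from limma).

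The milk gene panel was 0.95 higher in cKO after the GC trend was removed and 1.05 higher with the luminal panel score as a covariate, but the GC correction moved only part of the panel. It moved 6 of the 10 genes by over 5% of their log2 fold change, such as Csn2 from 1.02 to 0.90, and these 6 stayed higher in cKO. It moved the other 4, Wap, Lalba, Xdh and Btn1a1, by under 1%, to 2.25, 0.85, 0.45 and 0.65. The GC trend was thus small at these 4 genes, which argues against it as the source of their higher values. The luminal panel differed by -0.022 between the groups (pooled SD 0.147), so as a covariate it could hardly move the milk difference. Its 9 genes had log2 fold changes from -0.18 for Epcam to 0.28 for Ehf, against 1.02 for the milk panel. These values argue against more luminal RNA as a whole as the source of the milk rise. The calls for single genes did depend on GC. After the GC trend was removed, 2 of the 10 milk genes had an adjusted p under 0.05 in place of 4, and 1 did with the replicate block added. The adjusted p of Csn2 became 0.0973 (from 0.00123 to 0.214 over its alternatives) and that of Csn1s2a 0.0714 (from 0.000122 to 0.179). Differences between the mice in the exact stage of pregnancy were not tested.

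The RNA of Bmpr1a was not lower in the cKO libraries, with a log2 fold change of 0.13, and it was higher in 4 of 4 same-numbered pairs. Reads of the overlapping gene Gm17110 are not the reason, as they came to at most 0.323% of those of Bmpr1a. A transcript that persists without the deleted exon may be counted on the gene, or luminal and other cells without recombination may supply most of the RNA, and a table of values per gene cannot tell these apart. The paper's blot was of isolated mammary epithelial cells too, and it showed less BMPR1a protein in cKO (Fig. 2B). The second explanation would have to account for that fall, although the blot measured protein and not RNA. A swap of 1 control and 1 cKO library is unlikely. The 16 splits that make such a swap gave at most 4 genes at an adjusted p under 0.05 and 1508 at an unadjusted p under 0.05, against 135 and 2480 with the labels as given. An exchange of all labels would turn the directions of Wap and Csn2 against those of the paper's qRT-PCR (Fig. 3C). The BMP target panel (Id1, Id2, Id3, Msx1, Msx2, Smad6, Smad7) differed by -0.14 (exact permutation test, p = 0.229, lower in 3 of 4 same-numbered pairs).

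The immune marker panel was lower in cKO by 0.59 (exact permutation test, p = 0.0286, adjusted p = 0.0714 over the 10 panels, with no overlap and so lower in any pairing). Cd79a was 6.06, 2.02, 14.0 and 1.32 FPKM in control replicates 1 to 4 and 0.692 to 1.35 in cKO libraries. A list of 8 further B cell genes had scores of 1.04, 0.464, 1.63 and 0.304 in the control libraries and 0.217 to 0.376 in cKO libraries, so B cells, for example of a lymph node, may have entered some control preparations. Without the B cell and T cell genes the panel had a difference of -0.35 (exact permutation test, p = 0.0857, adjusted p = 0.103 over 6 lists, lower in 4 of 4 same-numbered pairs), and the list of 8 macrophage genes was lower in 4 of 4 pairs too. These values lean against B cells and T cells as the full explanation but do not settle it.

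The adipocyte marker panel was 0.62 higher in cKO (exact permutation test, p = 0.0286, adjusted p = 0.0714 over the 10 panels, with no overlap and so higher in any pairing), with Cfd at 2.04 ± 0.613 FPKM in control and 13.2 ± 10.1 in cKO libraries (SD, n = 4 each). A second list of 6 adipocyte genes was 0.26 higher too (exact permutation test, p = 0.0286, adjusted p = 0.103 over 6 lists, with no overlap and so higher in any pairing). More adipocyte RNA in the cKO preparations may be the reason. Of the 7 genes of the first panel, only 3 had a mean of at least 0.5 FPKM, so most of that panel lies under the filter on low values. Its groups did not overlap for 3 genes, Cfd, Cidec and Lep, and Lep had at most 11 reads in a library. Some of these adipocyte genes may also be expressed by secretory cells, and the 2 sources were not separated.

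The paper reports Spp1 in sorted myoepithelial cells by qRT-PCR (Fig. 7A). In the unsorted epithelium analysed here it rose from 22.5 ± 8.57 to 105 ± 29.5 FPKM (SD, n = 4 each), a log2 fold change of 2.20 (adjusted p = 0.0266 from limma) with no overlap. Its adjusted p ran from 0.000122 to 0.0793 over the alternatives. A list of 8 macrophage genes had a difference of -0.28 in cKO (exact permutation test, p = 0.0857, adjusted p = 0.103 over 6 lists, lower in 4 of 4 same-numbered pairs), and the overlapping gene Gm42793 had at most 0.567% of the reads of Spp1, so neither is a likely source. The unsorted libraries cannot assign the rise to myoepithelial or to luminal cells. In the paper, Spp1 also rose in sorted luminal cells of wild-type mice during pregnancy (Fig. 7B). Nrg1, Hgf and Fgf2 had log2 fold changes of -0.21, -0.057 and -0.049 (adjusted p from limma of 0.418, 0.839 and 0.848).

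The paper measured further genes by staining, western blots or qRT-PCR (Figs. 3D, 3F, 3G and 3H), which were not analysed here. Elf5 rose from 21.3 ± 3.91 to 38.5 ± 8.02 FPKM (SD, n = 4 each), a log2 fold change of 0.82 (adjusted p = 0.0591 from limma), with no overlap and so higher in any pairing. Its adjusted p was 0.0357 with the replicate block and ran from 0.00188 to 0.145 over the alternatives. Socs1 fell from 10.9 ± 1.15 to 7.70 ± 1.41 FPKM (SD, n = 4 each), with a log2 fold change of -0.47 (adjusted p = 0.116 from limma), with no overlap and so lower in any pairing. Its adjusted p was 0.083 with the replicate block and ran from 0.0366 to 0.237 over the alternatives. Prlr and Stat5a had log2 fold changes of 0.072 and 0.038 (adjusted p from limma of 0.756 and 0.869), and that of Stat5a was -0.022 in TPM. Plin2 rose from 172 ± 48.6 to 299 ± 93.1 FPKM (SD, n = 4 each), with overlapping groups (exact permutation test, p = 0.0571), and was higher in 4 of 4 same-numbered pairs. Its log2 fold change was 0.78, with an unadjusted p of 0.016 and an adjusted p of 0.192 from limma. The adjusted p was 0.0633 with the replicate block and ran from 0.0107 to 0.363 over the alternatives. The smallest adjusted p of Elf5 and Plin2 came from limma-voom with the replicate block and that of Socs1 from the block of replicates 1 and 2 against 3 and 4, both chosen after seeing the values.

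The paper reports fewer proliferating cells by staining (Supplementary Figure 3A). The proliferation panel of 8 genes, Mki67 among them, differed by 0.019 (exact permutation test, p = 0.914, higher in 2 of 4 same-numbered pairs), with a sign that changed with the scaling. Ccnd1, the gene of Cyclin D1, had a log2 fold change of 0.094 (adjusted p = 0.725 from limma).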
